# Substrates and oxygen dependent citric acid production by *Yarrowia lipolytica*: insights through transcriptome and fluxome analyses

**DOI:** 10.1186/s12934-017-0690-0

**Published:** 2017-05-08

**Authors:** Wael Sabra, Rajesh Reddy Bommareddy, Garima Maheshwari, Seraphim Papanikolaou, An-Ping Zeng

**Keywords:** Citric acid, Dual substrate, Oleaginous yeast, Pentose phosphate pathway, Glyoxylate cycle

## Abstract

**Background:**

Unlike the well-studied backer yeast where catabolite repression represents a burden for mixed substrate fermentation, *Yarrowia lipolytica*, an oleaginous yeast, is recognized for its potential to produce single cell oils and citric acid from different feedstocks. These versatilities of *Y. lipolytica* with regards to substrate utilization make it an attractive host for biorefinery application. However, to develop a commercial process for the production of citric acid by *Y. lipolytica*, it is necessary to better understand the primary metabolism and its regulation, especially for growth on mixed substrate.

**Results:**

Controlling the dissolved oxygen concentration (pO_2_) in *Y. lipolytica* cultures enhanced citric acid production significantly in cultures grown on glucose in mono- or dual substrate fermentations, whereas with glycerol as mono-substrate no significant effect of pO_2_ was found on citrate production. Growth on mixed substrate with glucose and glycerol revealed a relative preference of glycerol utilization by *Y. lipolytica*. Under optimized conditions with pO_2_ control, the citric acid titer on glucose in mono- or in dual substrate cultures was 55 and 50 g/L (with productivity of 0.6 g/L*h in both cultures), respectively, compared to a maximum of 18 g/L (0.2 g/L*h) with glycerol in monosubstrate culture. Additionally, in dual substrate fermentation, glycerol limitation was found to trigger citrate consumption despite the presence of enough glucose in pO_2_-limited culture. The metabolic behavior of this yeast on different substrates was investigated at transcriptomic and ^13^C-based fluxomics levels.

**Conclusion:**

Upregulation of most of the genes of the pentose phosphate pathway was found in cultures with highest citrate production with glucose in mono- or in dual substrate fermentation with pO_2_ control. The activation of the glyoxylate cycle in the oxygen limited cultures and the imbalance caused by glycerol limitation might be the reason for the re-consumption of citrate in dual substrate fermentations. This study provides interesting targets for metabolic engineering of this industrial yeast.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12934-017-0690-0) contains supplementary material, which is available to authorized users.

## Background

With increasing focus on the development of sustainable technologies, the necessity for converting alternative, cheaper and waste carbon sources is becoming obvious. A further and equally important consideration is the development of sustainable microbial platforms to produce a variety of products from a vast array of biomass. Raw glycerol, which has become available in large quantities, and glucose, the most abundant carbon source in nature are applied in different industrial scale bioprocesses. Indeed, and with respect to price fluctuation and availability, finding efficient cell factories for the simultaneous conversion of these substrates to value added products will offer greater flexibility*. Yarrowia lipolytica*, an oleaginous yeast, is one of the most extensively studied ‘‘non-conventional’’ yeasts. Being a strictly aerobic microorganism it is capable of producing important metabolites and accumulates large amount of lipids from variety of substrates [1–4]. *Y. lipolytica* is known for its ability to secrete organic acids including tricarboxylic acid (TCA) cycle intermediates or precursors such as succinic, acetic, citric and isocitric acids [5–8]. Availability of genome sequence and the existence of suitable tools for genetic manipulation have made it possible to use the metabolic function of this species for biotechnological applications [9, 10]. One of the most striking features of this yeast is the presence of several multigene families involved in these metabolic pathways. The complexity and multiplicity of these genes enable *Y. lipolytica* to use and valorize a wide range of raw substrates and wastes [11–16].

It is well documented that in various yeast strains including *Y. lipolytica*, nitrogen limitation gradually change the metabolism from cell growth phase to citric acid production and/or storage lipid accumulation phase [17]. Intracellular citrate is known to be the prime carbon source for fatty acid synthesis, and can also regulates glucose metabolism via its allosteric inhibition of phosphofructokinase [7, 18, 19]. Citrate is a key intermediate in both catabolism and anabolism, and it occupies a prominent position in the yeast energy metabolism, and therefore, its production is affected by the cultivation conditions and the energy and C-source used. Despite an increased number of biotechnological applications performed by several wild or genetically engineered *Y. lipolytica* strains [13–15, 20–22] relatively few studies have focused on the metabolism, growth kinetics and product formation in mixed substrate fermentation [7, 23]. In general, dual substrate fermentation by oleaginous yeasts has been little investigated [24, 25]. Hen*ce,* the starting point of this work is to compare the growth of *Y. lipolytica* and products formation in dual substrate of glucose and glycerol versus mono-substrate fermentation. Since growth and citric acid production are all known to be affected by oxygen availability, mono- and dual substrate fermentations were carried out in cultures with or without control of dissolved oxygen tension (pO_2_). Here, we report that controlling the pO_2_ at 50% air saturation enhance citric acid production when glucose was present in mono- or in dual substrate fermentation, whereas, no significant effect of the pO_2_ on citric acid production on glycerol was observed. Moreover, utilization of citric acid despite the presence of excess glucose in the medium was observed after glycerol limitation in the pO_2_ uncontrolled cultures. In order to understand such metabolic behavior, RNA-seq based transcriptome and ^13^C-based metabolic flux analyses were performed.

## Results and discussion

### Glycerol as a favored substrate for growth in the dual substrate fermentation in shake flask cultures

Mono-versus dual substrate fermentations were first investigated in shake flask cultures with an initial carbon source concentration of 50 g/L. As shown in Table 1, in mono-substrate fermentation the biomass production increased slightly with glycerol (8 g/L) compared to glucose (7.1 g/L) as the sole C-source. In the dual substrate fermentation, a much higher consumption rate of glycerol against glucose was observed. Glycerol in general, was much more rapidly and efficiently assimilated by *Y. lipolytica* compared with glucose [7, 13, 23]. The lipid accumulation peaked at relative early stage in the growth phase in all flask cultures and remained constant or even decreased. Citric acid production increased during the later stages of cultivation which coincided with the depletion of lipids. Similar to previous reports, the re-consumption of citric acid during the course of cultivation in shake flasks was not observed [26, 27]. On the other hand, the total biomass concentration slightly increased at the later fermentation stages, suggesting the synthesis of cellular compounds other than lipids (i.e. polysaccharides or peptides [28, 29]). Low-molecular weight sugar alcohols like mannitol and erythritol was also reported to be produced by different strains of *Y. lipolytica* [12, 21, 22, 30–33]. Fatty acid (FA) compositions of the cellular lipids performed with mono-substrate fermentations revealed no significant modifications. The main FAs irrespective of the time and the substrate employed were oleic acid (^Δ9^C18:1; concentration ca. 43 ± 3% w/w of total lipids), palmitic acid (C16:0; concentration ca. 16 ± 3% w/w of total lipids), linoleic acid (^Δ9,12^C18:2; concentration ca. 17 ± 3% w/w of total lipids) and stearic acid (C18:0; concentration ca. 9 ± 3% w/w of total lipids). Citric acid secretion, on the other hand, was initiated after nitrogen limitation (observed at 30 ± 5 h after inoculation, data not shown) and was uninterruptedly secreted throughout the whole fermentation time. Its accumulation was comparable in all flasks with mono or dual substrates fermentation (see Table 1). Indeed, in such slightly acidic environment, an inhibitory action of citric acid on the metabolism of *Y. lipolytica* cannot be excluded. Therefore, the effect of substrate on the growth and product formation was further studied in controlled bioreactor.

**Table 1:** Biomass (X), lipid accumulation and citric acid production (Cit) of *Y. lipolytica* grown in nitrogen limited medium on glucose (Glc), glycerol (Glol) or blend of both

	Time (h)	Glol_0_ (g/L)	Glc_0_ (g/L)	Glol_cons_ (g/L)	Glc_0cons_ (g/L)	X (g/L)	Lipid (%, w/w)	Cit (g/L)	Y_cit/substrate_ (g/g)
a	25.5	48.1	–	9.0	–	5.1	14.5	0.6	0.07
b	161	48.1	–	47.9	–	8.0	4.1	21.8	0.45
a	29	–	50.9	–	11.4	4.2	11.9	1.1	0.10
b	185	–	50.9	–	50.2	7.1	5.2	21.0	0.42
a	43.5	31.1	18.6	13.2	2.3	4.0	11.1	2.7	0.17
b	230	31.1	18.6	31.1	18.6	7.5	3.3	22.9	0.46
a	24.5	18.9	33.0	9.9	1.5	4.5	14.0	0.9	0.08
b	235	18.9	33.0	18.9	31.9	7.1	7.1	21.1	0.42

Values are given for the two situations: (a) the maximum quantity of lipids in DCW was achieved; (b) the maximum quantity of citric acid was produced. Culture conditions: initial pH 6.5, pH ranging between 5.5 and 6.5, incubation temperature *T* = 28 ± 2 °C

### Oxygen requirements for citric acid production depends on the nature of the carbon source

A set of cultivations was performed using either glucose or glycerol (Fig. 1a, b) as the sole carbon source, at an initial concentration of 90 g/L and without the control of dissolved oxygen. In general, *Y. lipolytica* grew faster on glycerol with a maximum specific growth rate of 0.15 h^−1^ compared to 0.13 h^−1^ with glucose as the sole carbon source. Although, different limitations stimulate lipid accumulation in oleaginous yeasts, nitrogen limitation has been used more extensively to create an environment suitable for its synthesis [12, 34]. Nitrogen limitation occurs at earlier stage during the cultivation (10–15 h) and a decrease in the specific CO_2_ production rate (in mmol/g/h, first peak) was observed (Fig. 1). Shortly after nitrogen limitation, dissolved oxygen concentration (pO_2_) became limited in both cultures (20–22 h) with the characteristic decrease in the $$ {\text{q}}_{{{\text{CO}}_{2} }} $$ (second peak) and remained limited throughout the fermentation, especially on glycerol (Fig. 1). Lipid contents of *Y. lipolytica* cells (as % of dry weight) increased significantly with glycerol as the carbon source and reached 40% compared to 23% with glucose. Indeed, the requirement of glycerol as a direct precursor for triacylglycerides (TAG) might explain such results. Glycerol as favored C-source for lipid accumulation was also recently observed in *Rhodosporidium toruloides* [29, 35].

**Fig. 1:**
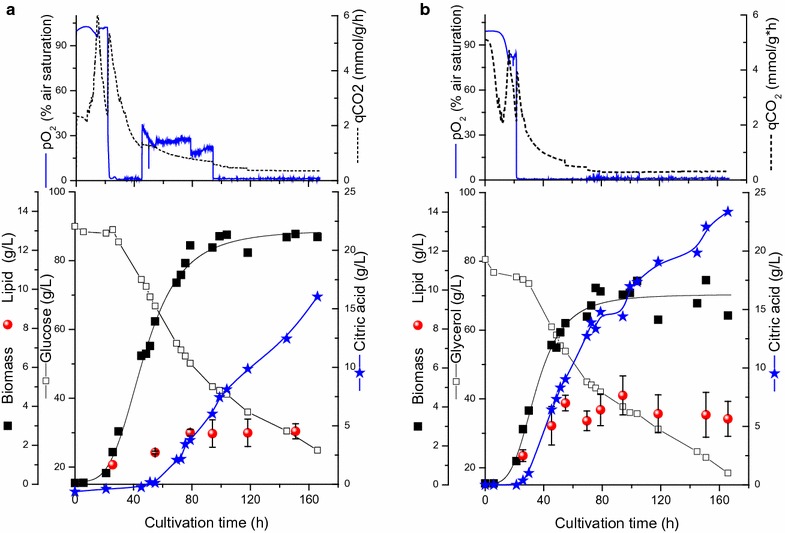
Biomass, products formation, CO_2_ production rate and substrate consumption in a pO_2_ uncontrolled batch culture of *Y. lipolytica* grown on glucose (**a**) or glycerol (**b**) as the sole carbon source

Interestingly, with glucose as the sole carbon source, four different phases can be seen. The first phase in which the cells grew in the lag and the early logarithmic phase with excess dissolved oxygen concentration. The second phase was characterized by increased oxygen consumption and CO_2_ production rate parallel to exponential growth and hence a pO_2_ limited phase. An initiation of citric acid production characterizes the third phase which was parallel to the abrupt increase in pO_2_ values, indicating a nutrient limitation, and finally the fourth phase which is a stationary growth phase with continued citrate production under pO_2_ limited conditions (Fig. 1). On the other hand, with glycerol as the sole carbon source, citric acid production was initiated at the onset of oxygen limitation. In both mono-substrate fermentations with the individual substrate, the citrate production was initiated at the mid logarithmic phase and continued with the onset of the stationary phase (Fig. 1). Previously, Morgunov et al. [19] reported that after nitrogen limitation and at the onset of stationary phase in *Y. lipolytica*, the activity of citrate synthase remained high, whereas the activities of citric acid degrading enzymes such as aconitate hydratase and NAD-dependant isocitrate dehydrogenase were considerably decreased. Since oxygen availability will affect most of the TCA cycle enzymes, the aim of the following part was to compare the growth and citric acid production using mono-substrate fermentation in pO_2_ controlled bioreactors.

As seen in Fig. 2a, b and Table 2, the specific growth rates increased in pO_2_ controlled cultivation with either glucose or glycerol as substrate. The lipid accumulation, on the other hand, decreased in both the cultivations compared to the oxygen uncontrolled cultivation (Table 2). The same behavior of lipid accumulation was obtained previously by Papanikolaou and Aggelis [36].

**Fig. 2:**
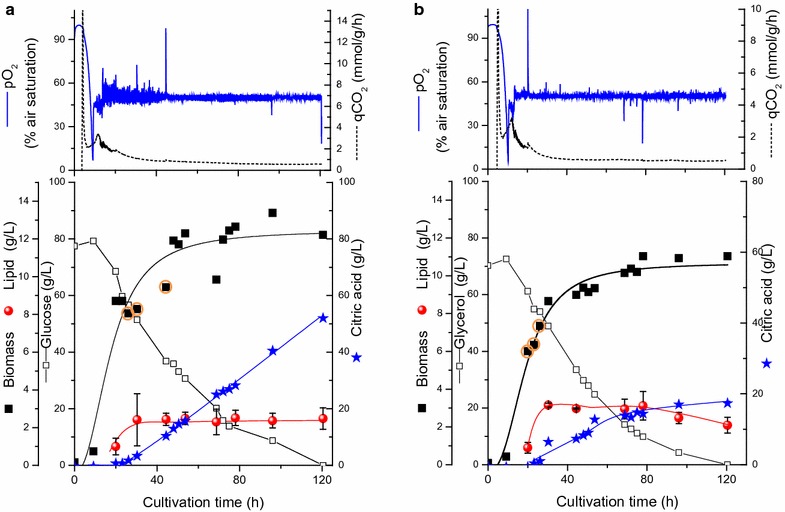
Time profiles of cell growth, lipid, citric acid production, CO_2_ production and substrate utilisation of *Y. lipolytica* cells grown at controlled pO_2_ of 50% air saturation with glucose (**a**) or glycerol (**b**). Samples taken for ^13^C flux analysis were marked

**Table 2:** The effect of controlling the dissolved oxygen tension (pO_2_) on biomass, lipid and citric acid production by *Y. lipolytica* grown in nitrogen limited medium with glucose, glycerol or blend of both

Substrate	µ (h^−1^)	Biomass	Lipid	Citric	Citric acid yield in g/g substrate	
	Log-phase	(g/L)	(g/L)	(g/L)	(Maximum) in stationary phase	overall
pO_2_ uncontrolled						
Glucose	0.13	12.8	3	16.1	0.44	0.23
Glycerol	0.15	9.03	3.6	23.4	0.39	0.39
Blend	0.16	12.3	4.25	Varied	0.35	0.29
Blend with BH	0.11	14.2	2.4	Varied	0.41	0.27
pO_2_ controlled						
Glucose	0.2	12.2	2.4	55.0	0.83	0.58
Glycerol	0.21	11.03	2.1	17.8	0.3	0.27
Blend	0.22	11.9	2.4	50.1	0.76	0.6
Blend with BH	0.18	16.7	2.5	53.5	0.8	0.6

During growth of *Y. lipolytica* strains under nitrogen-limited condition, three types of lipid metabolism have been presented in literatures. The typical “oleaginous” metabolism; in which lipid accumulation is triggered after nitrogen limitation in significant quantities, while low or negligible quantities of extra-cellular metabolites are simultaneously produced (mostly citric acid and to lesser extent polyols [37]). An atypical “oleaginous” metabolism; in which lipid is initially stored after nitrogen limitation, after which lipid accumulation decreases while citric acid production occurs uninterruptedly [15]. A third atypical “oleaginous” metabolism was also described in which lipid accumulation starts at slow rates inside the yeast cells without degradation and with citric acid being constantly secreted extracellularly [30]. By taking into consideration the results achieved with the strain used in the current investigation, it can be considered that ACA-DC 50109 follows the second or the third category of metabolism.

In fact, the most significant changes were recorded in the citrate production by *Y. lipolytica* on both substrates. Oxygen stimulated citrate production only if glucose was used as the C-source (average citric acid titers were 55 and 16 g/L at pO_2_ controlled and uncontrolled, respectively) whereas no significant change of citrate production was detected on glycerol (18 and 23 g/L at pO_2_ controlled and uncontrolled, respectively, Table 2). Previously, Kamzolova et al. [5] reported that oxygen requirements for growth and citric acid synthesis were found to depend on the iron concentration of the medium. Only at lower iron concentration (0.7 mg/L) higher oxygenation was reported to enhance citric acid production in *Y. lipolytica* with glycerol [5]. This in fact can explain the results obtained with glycerol, where no significant differences in citric acid production was obtained with and without pO_2_ control in our iron rich medium (150 mg/L) (Fig. 1). In general, the difference in the nature of metabolism of both glycerol, an energy-poor carbon source and glucose and their effect on acid production are still not understood and deserve more in depth studies.

### Higher fluxes to pentose phosphate pathway (PPP) and lower to TCA cycle were recorded with cells grown on glucose compared to glycerol at pO_2_-controlled cultures

To gain more insights into the intracellular fluxes, ^13^C metabolic flux analysis were done with *Y. lipolytica* grown under pO_2_ controlled conditions with either glucose or glycerol as the sole C-source (Fig. 3). Biomass samples for the ^13^C flux analysis were taken during the exponential growth phases of both cultures. The most significant changes were found in the relative fluxes through the phosphate pentose pathway (PPP), TCA cycle and citrate production. With glycerol as the sole carbon source, only 6.7% of its uptake rate was directed to the PPP compared to 35% with glucose. On the other hand, higher fluxes toward TCA cycle were observed with glycerol rather than glucose as mono-substrate (Fig. 3). The relatively lower TCA cycle and higher PPP fluxes could explain the higher citrate produced with glucose as the sole carbon source. The higher PPP fluxes could be a consequence of higher NADPH requirement on glucose needed for growth and biosynthesis (Table 2). Moreover, the higher PPP fluxes would also reduce the fluxes toward the NADP dependent isocitrate dehydrogenase, reported to be present in *Y. lipolytica*, the major citrate degrading enzyme [38]. On the other hand, the relative higher fluxes from glycerol 3-phosphate to dihydroxyacetone phosphate via the membrane bound glycerol-3-phosphate dehydrogenase with a concurrent reduction of flavin adenine dinucleotide (FAD) might explain the relatively higher TCA cycle fluxes on glycerol. The produced FADH_2_ is known to pass their electrons on to ubiquinone found in the inner membrane of the mitochondria and ultimately to oxygen [39].

**Fig. 3:**
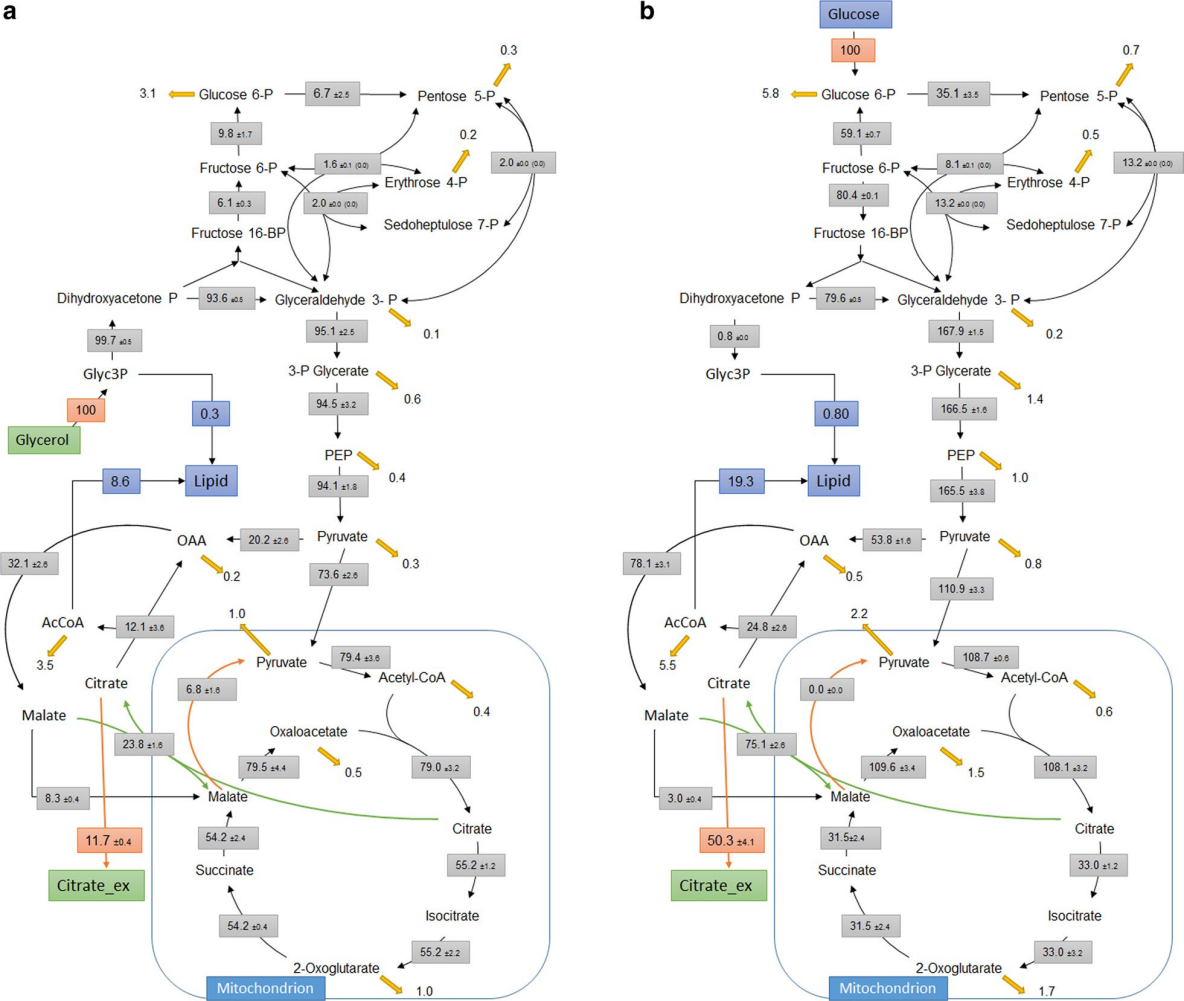
Flux distribution of *Y. lipolytica* grown on glycerol (**a**) or glucose (**b**) as the sole carbon source under O_2_ controlled conditions. Values are in mmol g_DCW_^−1^ h^−1^ normalized to C-source uptake rate which is set as 100%. *Arrows* indicated flux towards biomass precursors

### Citrate re-consumption after glycerol limitation in the oxygen limited dual substrate culture

The effect of controlling the dissolved oxygen tension on the growth and product formation by *Y. lipolytica* with dual-substrate utilization was also examined. Both substrates were simultaneously consumed but with different rates, and these rates increased at pO_2_ controlled conditions. Glycerol was consumed at 0.7 and 0.46 g/L*h, whereas glucose consumption rates were 0.3 and 0.15 g/L*h at pO_2_ controlled and uncontrolled conditions, respectively (Fig. 4). The higher substrate consumption rates obtained relatively with pO_2_ controlled conditions were reflected by the increase in the specific growth rate from 0.16 to 0.22 h^−1^ at pO_2_ uncontrolled and controlled conditions.

**Fig. 4:**
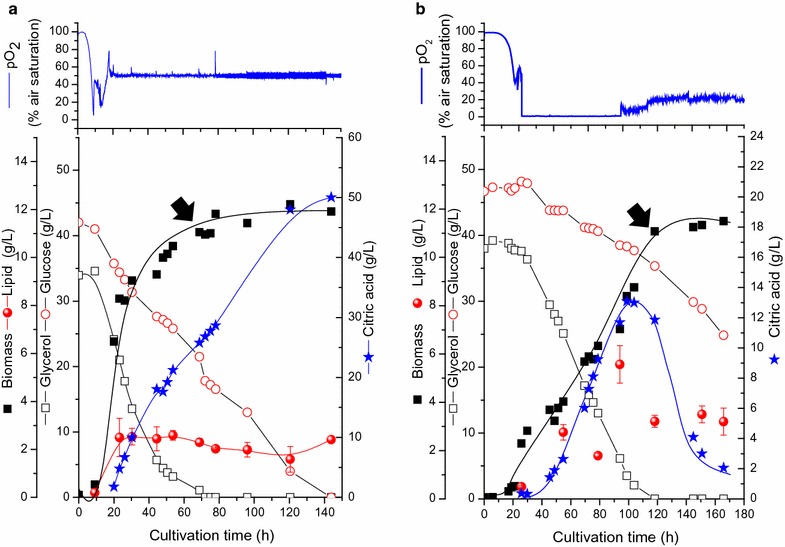
Biomass, products formation, and substrate consumption in a pO_2_ controlled (**a**) and uncontrolled (**b**) culture of *Y. lipolytica* grown on a mixture of glycerol and glucose. *Arrows* show the onset of glycerol limitation

As shown in Fig. 4, after glycerol limitation, and despite the presence of excess glucose, utilization of citrate was observed in the pO_2_ uncontrolled culture. In the same culture, growth arrest was also observed after glycerol limitation (Fig. 4b). The same trend was also noticed using blend with spruce biomass hydrolysate in pO_2_ uncontrolled batch cultures (Additional file 1: Figure S1). Oxygen limitation in mono-substrate cultivation on either glucose or glycerol as shown in Fig. 1 didn’t trigger citrate re-consumption (with the current strain, or with *Y. lipolytica* A101 as reported recently [16]). This physiological behavior in dual-substrate fermentation is reported here for the first time. *Y. lipolytica* was reported to degrade citric acid after C-source limitation in mono-substrate fermentation [7], but was never investigated in dual substrate fermentation and especially when a carbon source like glucose was in excess. On the other hand, at controlled pO_2_ conditions, the yeast continued to produce citric acid as the major product, even after the assimilation of the favorable carbon source (glycerol). The citric acid yield was very similar to the mono-substrate fermentation in presence of glucose at pO_2_ controlled conditions (0.6 g/g _substrate_, Table 1). To understand the behavior difference in *Y. lipolytica* metabolism in dual substrate fermentation at oxygen limited and excess conditions, detailed transcriptomic analysis were done.

With either pO_2_ controlled or uncontrolled conditions, samples were collected before (phase I) and after (phase II) glycerol limitation and two biological replicates for each phase were used for our analysis (Figs. 5, 6). 

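RNA of both cultures was sequenced as paired-end libraries, with 2 biological replicates in each of 4 groups, which gives 8 libraries. In the pO2-controlled culture pO2 was set to 50%, and in the other culture it was left uncontrolled. The authors mapped the reads with TopHat2 to the genome of strain CLIB122 and estimated the expression of each gene with Cufflinks as FPKM, which scales the fragments of a gene to its exon length and to the mapped fragments of the library, and the values used here are the FPKM tables they deposited. The raw reads, which the paper states were deposited as well, were not analysed here, and the FPKM tables hold no fragment numbers. The number of fragments behind each library was therefore taken from the paper's supplementary fragment numbers where these were shown, and otherwise from the steps between the lowest FPKM values. It ranged from 5120000 to 5390000 per library. Between 5901 and 6201 genes per library had an FPKM of at least 1. The 10 most abundant genes held between 5.8% and 9.1% of the summed FPKM. For each comparison, log2(FPKM + 1) was fitted with limma for the genes with an FPKM of at least 1 in at least 2 libraries, and a gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 together with an absolute log2 fold change of at least 2. Values are means ± SD (n = 2 replicates), and fold changes are on the log2 scale unless stated otherwise. A gene with at most 3 fragments in each library of a group was treated as at the floor. Its fold is then the mean of the other group over the FPKM of 3 fragments. This fold is a lower bound for the means and leaves out the spread between replicates. For genes with at least 10 fragments, the variance between the controlled replicates was 1.17 times the sampling noise of the fragments before glycerol limitation and 1.23 times after it. In the uncontrolled culture the same measure was 20.1 before and 16.6 after glycerol limitation. For genes with at least 1000 fragments, the log2 difference between replicates had an SD of 0.068 and 0.072 in the controlled groups and of 0.31 and 0.27 in the uncontrolled groups.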

Over 3 million pair-end sequence reads were obtained for each sample. These sequenced reads had >85% mapping rate to *Y. lipolytica CLIB122 GCA_000002525.1* genome assembly. Comparing between the pO_2_ controlled cultivation samples, of the 2205 genes that were expressed, about 640 and 290 genes were significantly up- and down-regulated after glycerol limitation (Additional file 1: Table 1). However, in the fermentation with pO_2_ uncontrolled where metabolic shift was noticed after glycerol limitation, almost 3000 genes were expressed; from which 946 and 367 genes were significantly up- and down-regulated (Additional file 1: Table 1) when compared between the sample. 

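In the pO2-controlled culture 6371 genes were listed, and 6218 of them had an FPKM of at least 1 in at least 2 of the 4 libraries. Of these, 592 genes were higher and 267 genes were lower after glycerol limitation. The fold change minimum moved these counts most, since without it 2836 genes were higher and 2239 lower at the same adjusted p. The log2 fold change of all tested genes had a median of 0.13, so that the counts are read against a small common shift. A ratio of the mean FPKM values without any test, with 0.001 in place of an FPKM of 0, gave 694 genes at a log2 ratio of at least 2 and 339 genes at a ratio of -2 or less. Leaving out 1 library at a time, between 1045 and 1060 genes passed this ratio in either direction. With a replicate block, which pairs the libraries of the same replicate number, again 592 genes were higher and 267 lower. The deviations of same-numbered replicates before and after glycerol limitation had a correlation across genes of 0.034, so no pairing was seen.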

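Without pO2 control 6386 genes were listed and 6185 were tested. After glycerol limitation 701 genes were higher and 310 genes were lower. Without a fold change minimum the counts were 3023 higher and 1327 lower. The median log2 fold change of all tested genes was 0.49, and a median-of-ratios scaling of the libraries, chosen after seeing the data, gave 499 genes higher and 472 lower. The untested ratio of mean FPKM passed a log2 value of 2 in 962 genes and a value of -2 in 359 genes, and between 1272 and 1438 genes passed in either direction when 1 library was left out. With a replicate block the counts were 701 and 310. The pairing check gave a correlation across genes of -0.052, and of -0.142 for the 3905 genes with a mean FPKM of at least 32. A block with the replicate numbers crossed also gave 701 and 310. Genes changed in the same direction in both cultures numbered 166 higher and 75 lower. The difference between the responses of the cultures was tested as an interaction across all 8 libraries. The response differed for 1172 genes, with 742 more positive and 430 more negative without pO2 control, and with a replicate block these numbers were the same.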

In our experiments a fold difference of minimum two between the two phases [Log_2_ (FPKM Phase II/FPKM Phase I)] was taken to be significant. Moreover, to classify the predicted functions of the transcripts, GO terms were assigned using Blast2GO (Additional file 1: Figures S2–S3).

**Fig. 5:**
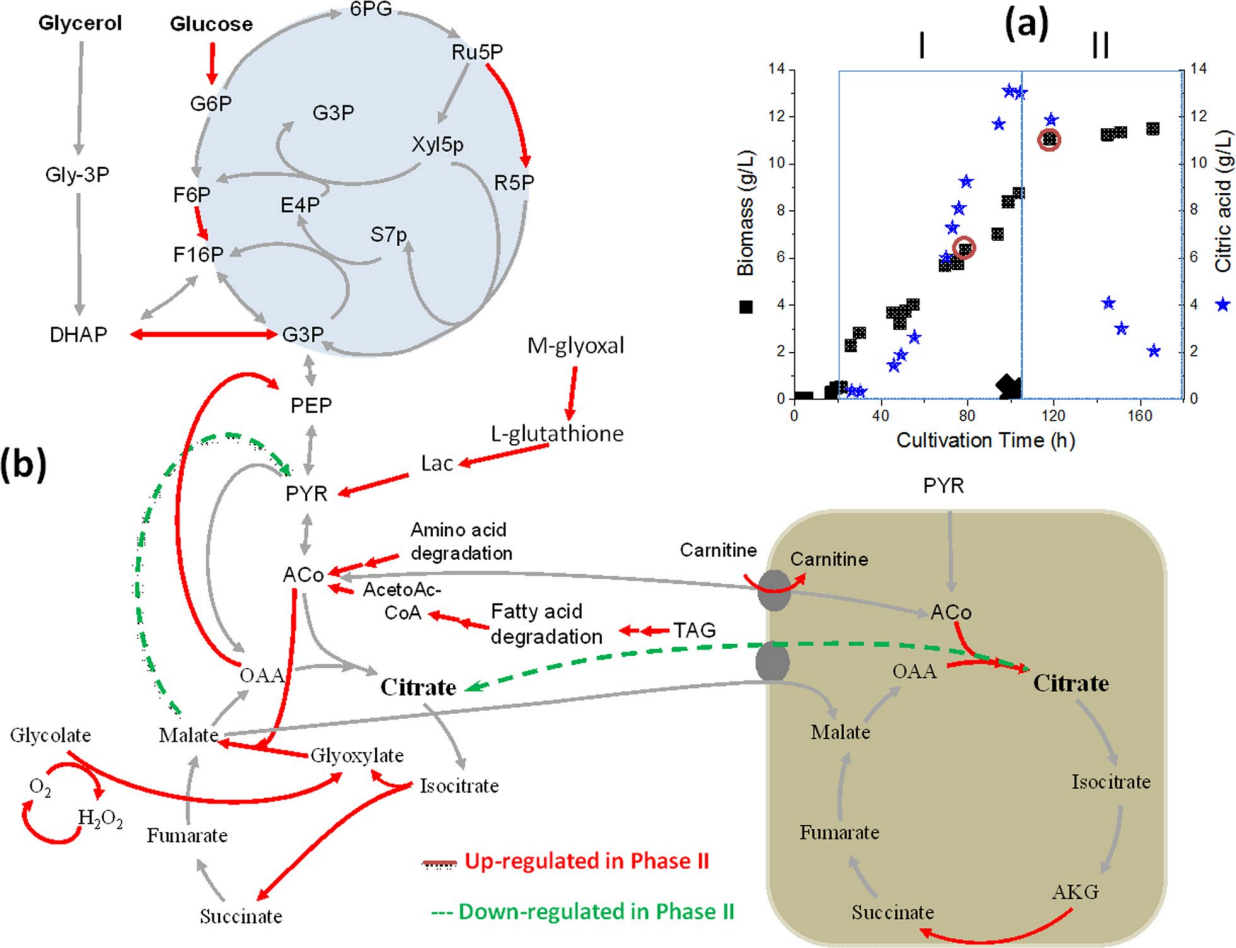
Time points of sampling for the transcriptomic analysis of *Y. lipolytica* cells grown at pO_2_ uncontrolled conditions before and after glycerol limitation (**a**), and results from the transcriptomic analysis showing the upregulated genes and their enzymatic reactions colored in *red solid lines* and the downregulated in *green dash lines* (**b**)

**Fig. 6:**
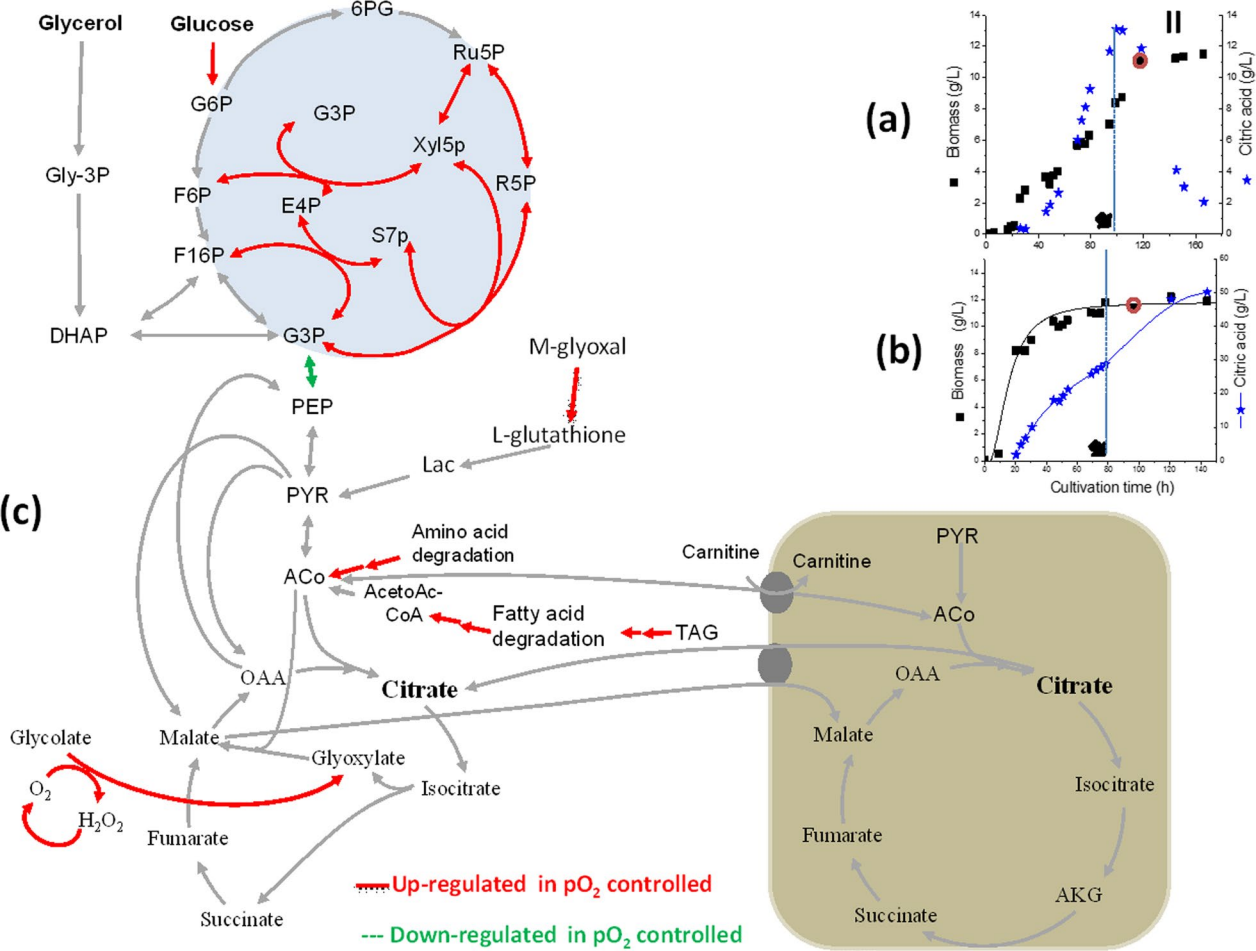
Time points of sampling for the transcriptomic analysis of *Y. lipolytica* cells grown at pO_2_ uncontrolled (**a**) and controlled conditions (**b**) after glycerol limitation (*arrow*), and results from the transcriptomic analysis showing the upregulated genes and their enzymatic reactions colored in *red solid lines* and the downregulated in *green dash lines* (**c**)

### General stress metabolism after glycerol limitation in dual substrate fermentation with *Y.lipolytica*

Yeast cells are known to initiate a common gene expression program that generally protects the cell under stress [40]. This response, referred to as the environmental stress response, includes ~900 genes whose expression is stereotypically altered when yeast cells are shifted to stressful environments [40]. Irrespective of the pO_2_ control, several stress genes were found to be highly regulated after glycerol consumption. Interestingly, glycerol assimilating enzymes, namely glycerol kinase encoded by GUT1 (YALI0_F00484 g) and glycerol 3P dehydrogenase encoded by GUT2 (YALI0_B13970 g), were not significantly expressed (NSE) after glycerol limitation at both controlled and uncontrolled pO_2_ conditions (<2-fold change). 

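GUT1 lies on chromosome F of CLIB122 from 65529 to 67040. Its FPKM was 1087 ± 4.75 before and 459.9 ± 3.71 after glycerol limitation at pO2-controlled conditions, a log2 fold change of -1.24 (standard error 0.024, limma adjusted p = 1.4e-07). At pO2-uncontrolled conditions its FPKM was 620.5 ± 13.0 before and 349 ± 1.49 after, a log2 fold change of -0.83 (standard error 0.12, adjusted p = 6.9e-04). GUT2 lies on chromosome B from 1870546 to 1872384. With pO2 control its FPKM was 398 ± 5.79 before and 482 and 486 in the replicates after, a log2 fold change of 0.28 (standard error 0.028, adjusted p = 1.6e-04). Without pO2 control its FPKM was 1553 ± 21.6 before and 556 ± 16.2 after, a log2 fold change of -1.48 (standard error 0.12, adjusted p = 4.6e-05). All 4 differences were larger than the spread between replicates and smaller than the log2 fold change of 2 required for a call. The responses of GUT2 in the cultures differed by -1.76 on the log2 scale (adjusted p = 2.5e-06), and those of GUT1 by 0.41 (adjusted p = 0.0051).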

Stress responses initiated by nitrogen limitation can be neglected as all samples for transcriptomic analysis were collected after nitrogen limitation. 

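Of 10 stress genes, 6 were past the call without pO2 control, 4 with it, and 1 of these in both cultures, while 1 gene was past it in neither. The gene past the call in both was YALI0_F01210g, which lies on chromosome F from 198167 to 199021 and is annotated as an aquaporin-related protein. Without pO2 control its FPKM rose from 8.61 ± 5.71 before to 467 ± 10.9 after glycerol limitation, a log2 fold change of 5.75 (standard error 0.37, limma adjusted p = 1.8e-05), and it stayed between 5.10 and 6.39 when 1 library was left out. With pO2 control its FPKM rose from 24.8 ± 1.52 to 189 ± 9.06, a log2 fold change of 2.88 (standard error 0.068, adjusted p = 3.1e-07). The responses differed by 2.87 (adjusted p = 0.0011). The other genes past the call without pO2 control were YALI0_E31757g with a log2 fold change of 4.76 (adjusted p = 7.6e-06), YALI0_C04884g with 3.88 (adjusted p = 8.3e-06), YALI0_C00759g with 2.19 (adjusted p = 2.3e-05), YALI0_F31977g with 2.19 (adjusted p = 1.9e-04) and the histone gene YALI0_F25905g with 2.07 (adjusted p = 1.2e-04). The annotation of YALI0_E31757g as a GATA-binding protein rests on a weak hit (e-value 1e-06). Under median-of-ratios scaling 3 of these genes fell under the minimum, with 1.75 for YALI0_C00759g, 1.81 for YALI0_F31977g and 1.63 for YALI0_F25905g. The catalase gene YALI0_E34265g rose from an FPKM of 1.76 ± 0.721 to 5.30 ± 1.27, a log2 fold change of 1.20 (adjusted p = 0.011), which did not reach the call. At pO2-controlled conditions the log2 fold changes were 2.75 for YALI0_F14377g (adjusted p = 1.3e-06), 2.63 for YALI0_E20163g (adjusted p = 3.3e-06) and 2.41 for the DnaJ homolog YALI0_F00880g (adjusted p = 2.8e-07).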

Examples are genes normally upregulated in response to osmotic stress (YALI0_F01210 g, 6.6-fold and YALI0_C00759 g, 2.3-fold at pO_2_-uncontrolled; YALI0_F01210 g 2.9 at pO_2_-controlled); starvation (YALI0_E31757 g, 5.2-fold at pO_2_-uncontrolled; YALI0_F14377 g, 2.9, YALI0_E20163 g, 2.6-fold at pO_2_-controlled), cell aging (YALI0_F31977 g, 2.4-fold at pO_2_-uncontrolled), oxidative stress genes (YALI0_E34265 g, 2.3-fold at pO_2_-uncontrolled), or chaperonin and other cellular stimuli (YALI0_C04884 g, 4.3-fold; YALI0_F25905 g, 2.4-fold at pO_2_-uncontrolled, YALI0_F00880 g, 2.4-fold at pO_2_-controlled) (Additional file 1: Table 1).

Growth arrest after glycerol limitation and irrespective to the pO_2_ control was also seen form the down-regulation of several growth related genes. Examples are some cell division control proteins that were downregulated in both cultures after glycerol limitation (CDC15:YALI0_F08165 g, −2.9 and −3.4-fold; CDC6:YALI0C00671 g, −4.6-fold and NSE; cell division cycle 20: YALI0_C03377 g, −2.1 and −2.4-fold; cell division cycle 14: YALI0_E16038 g, NSE and -2.4-fold at pO_2_-controlled and uncontrolled conditions, respectively, Additional file 1: Table 1). 

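CDC15 fell from an FPKM of 18.5 ± 0.778 to 2.28 ± 0.403 with pO2 control, a log2 fold change of -2.58 (limma adjusted p = 1.5e-05), and from 23.0 ± 8.36 to 3.08 ± 0.361 without it, a log2 fold change of -2.51 (adjusted p = 2.7e-04). CDC6, on chromosome C from 88828 to 90642, fell from 80.0 ± 0.509 to 4.24 ± 0.537 with pO2 control, a log2 fold change of -3.95 (adjusted p = 5.3e-07). Without pO2 control CDC6 was already at 9.97 ± 1.87 before glycerol limitation and at 3.29 ± 0.191 after it, a log2 fold change of -1.35 (adjusted p = 0.0026) that did not reach the call. The responses of CDC6 differed by 2.61 (adjusted p = 4.4e-05). The gene for cell division cycle 20 changed by -2.13 with pO2 control (adjusted p = 3.8e-06) and by -2.09 without it (adjusted p = 1.2e-04), and without pO2 control the value ranged from -2.28 to -1.90 when 1 library was left out. The gene for cell division cycle 14 was below the call in both cultures, with -1.72 (adjusted p = 1.0e-05) and -1.74 (adjusted p = 0.0014), although both falls were larger than the spread between replicates. Its responses differed by -0.02 (adjusted p = 0.96).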

Growth cessation triggered by the limitation of the favorable substrate was previously investigated in *Clostridium pasteurianum* in a blend of glucose and glycerol [41].

Moreover, a large number of transport proteins, including multiple oligopeptide transporters were highly induced after glycerol limitation especially with pO_2_-uncontrolled conditions (YALI0_A00110 g, 11.9-fold and YALI0_D23485 g, 8.4-fold; YALI0_E19294 g, 6.9-fold; YALI0_E04510 g, 4.7-fold; YALI0_F30987 g, 4.3-fold; YALI0_B02398 g, 4.2-fold; YALI0_C18491 g, 4.0-fold; YALI0_C22616 g, 3.2-fold; at pO_2_-uncontrolled compared to, YALI0_D23485 g, 3.1-fold; YALI0_F18964 g, −5.0-fold; YALI0_C18491 g, −3.1-fold and YALI0_D19558 g, −2.4-fold; at pO_2_-controlled conditions). This may suggest that *Y. lipolytica* may use small peptides as nutrients, and such a behavior could support the growth of this yeast in natural environments where *Yarrowia* is naturally found (cheeses, yoghurts and meat). 

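YALI0_A00110g, on chromosome A from 2659 to 5277, had an FPKM of 1.18 ± 0.0636 before and 4690.0 ± 382 after glycerol limitation without pO2 control, a log2 fold change of 11.07 (standard error 0.15, limma adjusted p = 7.4e-08). With pO2 control it was at 3673 ± 43.4 before and 2551 ± 47.9 after, a log2 fold change of -0.53 (adjusted p = 2.9e-06). YALI0_D23485g, annotated as a proton-dependent oligopeptide transporter, rose from 0.46 ± 0.17 to 120.0 ± 5.46 without pO2 control, a log2 fold change of 6.38 (adjusted p = 2.0e-06), and from 10.0 ± 0.431 to 85.4 ± 1.85 with it, a log2 fold change of 2.97 (adjusted p = 4.5e-07). The responses of this gene differed by 3.41 (adjusted p = 3.3e-06). The other log2 fold changes without pO2 control were 6.33 for YALI0_E19294g, 4.37 for YALI0_E04510g, 4.40 for YALI0_B02398g, 3.86 for YALI0_C18491g and 2.96 for YALI0_C22616g, with adjusted p between 1.7e-06 and 2.1e-05. YALI0_F30987g, which the files annotate as a catalase, changed by 4.71 (adjusted p = 7.6e-05) and ranged from 3.99 to 5.43 when 1 library was left out. YALI0_C18491g went the other way with pO2 control, from 993 and 1008 in the replicates to 110 ± 0.255, a log2 fold change of -3.17 (adjusted p = 1.7e-08), and the difference between its responses was 7.03 (adjusted p = 3.4e-08). YALI0_F18964g changed by -4.79 with pO2 control (adjusted p = 8.9e-08) and by -3.27 without it (adjusted p = 4.1e-06). YALI0_D19558g changed by -2.43 with pO2 control (adjusted p = 3.7e-08) and by 1.26 without it (adjusted p = 0.0024), the latter below the call.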

Similar behavior was recorded in *Candida albicans* when cells shifted from glucose, the preferred C-source to glycerol containing medium [42].

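The genes that the paper names for allantoate permease were low without pO2 control before glycerol limitation, and 4 of 9 were at the floor there. For these 4 the rise after glycerol limitation is a lower bound. YALI0_A03091g reached an FPKM of 2.26 ± 0.212 and was at least 5.65-fold higher. YALI0_A00869g was at least 4.98-fold higher, YALI0_C08569g at least 4.8-fold and YALI0_F28193g at least 4.3-fold. These bounds hold for the means, and the replicates of YALI0_C08569g after glycerol limitation were at 1.06 and 2.74. In the limma fit these 4 genes were significant at adjusted p between 0.0022 and 0.016, but their log2 fold changes of 1.26 to 1.62 stayed below the call. With FPKM + 0.1 in place of FPKM + 1 they were 3.96, 2.84, 2.98 and 3.23. For YALI0_A00869g, YALI0_C08569g and YALI0_F28193g the best KEGG hit in the files was peroxin-3 of another organism. For YALI0_A03091g it was retrograde regulation protein 2 (e-value 1e-13), so none of these 4 carried the annotation of an allantoate permease. Past the call without pO2 control were YALI0_F16423g, from 0.885 ± 0.106 to 92.7 ± 37.3, a log2 fold change of 5.58 (adjusted p = 8.7e-06), YALI0_C13574g with 3.64 (adjusted p = 1.2e-05) and YALI0_D13970g with 3.05 (adjusted p = 1.0e-04). YALI0_D05819g changed by 1.74 and YALI0_C16907g by 1.62, both below the call. At pO2-controlled conditions YALI0_F16423g rose from 23.9 ± 0.467 to 447 ± 10.3, a log2 fold change of 4.17 (adjusted p = 2.3e-08), and YALI0_C13574g from 16.0 ± 1.44 to 249 ± 2.19, a log2 fold change of 3.88 (adjusted p = 1.3e-07). YALI0_D13970g changed by 2.32 there (adjusted p = 2.2e-06), YALI0_C08569g by 2.41 (adjusted p = 1.4e-04) and YALI0_A03091g by 2.03 (adjusted p = 3.6e-04), the last being at least 10.2-fold higher against the floor. The difference between the responses, uncontrolled minus controlled, was 1.41 for YALI0_F16423g (adjusted p = 0.0064), -0.24 for YALI0_C13574g (adjusted p = 0.31), 0.73 for YALI0_D13970g (adjusted p = 0.046), -1.11 for YALI0_C08569g (adjusted p = 0.061), -0.42 for YALI0_A03091g (adjusted p = 0.31), 2.37 for YALI0_F28193g (adjusted p = 1.5e-04), 2.09 for YALI0_D05819g (adjusted p = 1.5e-04), 1.29 for YALI0_A00869g (adjusted p = 0.010) and 0.63 for YALI0_C16907g (adjusted p = 0.20). The log2 fold change was thus more positive without pO2 control for 6 of 9 genes, 5 of them at an adjusted p under 0.05 and 2 past the call. Those 2, YALI0_F28193g and YALI0_D05819g, fell with pO2 control, by -1.11 (adjusted p = 1.5e-04) and -0.34 (adjusted p = 0.040). YALI0_A00869g changed little there, by 0.06 (adjusted p = 0.82). With FPKM + 0.1 the difference was 2.28 for YALI0_F16423g, 2.02 for YALI0_D13970g, 2.77 for YALI0_A00869g and 0.17 for YALI0_A03091g.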

Allantoate permease was also highly regulated after glycerol limitation (relatively more at pO_2_-uncontrolled conditions, YALI0_A03091 g, 11.4-fold; YALI0_F28193 g, 10.8-fold; YALI0_F16423 g, 7.2-fold; YALI0_D13970 g, 4.5-fold; YALI0_C08569 g, 4.4-fold; YALI0_A00869 g, 3.8-fold; YALI0_C13574 g, 3.8-fold; YALI0_D05819 g, 2.7-fold; YALI0_C16907 g, 2.2-fold, compared to YALI0_A03091 g, 4.7-fold; YALI0_D13970 g, 4.2-fold; YALI0D13970 g, 3.8-fold; YALI0_C08569 g, 3.2-fold, YALI0_D13970 g, 2.4-fold at pO_2_-controlled experiment). Similarly, the gene YALI0_C07590 g for organic acid: sodium symporter activity was highly regulated after glycerol limitation especially in pO_2_-uncontrolled conditions (6.3-fold compared to 2.9 at pO_2_ controlled conditions*).* All these genes are related to RTG (retrograde signaling pathways) which are activated during a deficient mitochondrial function or in response to deficiencies in respiration.

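YALI0_C07590g lies on chromosome C from 997905 to 999158, and its KEGG annotation in the files is an arsenite transporter. Without pO2 control it was at the floor before glycerol limitation and reached an FPKM of 12.0 ± 1.58 after it, at least 24.7-fold higher (log2 fold change 3.58, limma adjusted p = 3.8e-05). With pO2 control it rose from 1.63 ± 0.318 to 10.1 ± 0.905, a log2 fold change of 2.08 (adjusted p = 8.2e-05) that ranged from 1.96 to 2.20 when 1 library was left out and was 1.99 under median-of-ratios scaling. The responses of YALI0_C07590g differed by 1.50 (adjusted p = 0.0025), and by 3.65 with FPKM + 0.1, so whether the difference passes 2 depends on the constant added to a gene at the floor.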

### Upregulation of the glyoxylate cycle after glycerol limitation in the pO_2_-uncontrolled culture

Important genes associated with citric acid and central carbon metabolism in *Y. lipolytica* were studied in culture without pO_2_ control before and after glycerol limitation (Fig. 5). 

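Malate synthase and isocitrate lyase are the enzymes of the glyoxylate cycle that it does not share with the TCA cycle, and each is encoded by a pair of genes in the files. The malate synthase gene YALI0_E15708g, on chromosome E from 1880043 to 1882011, had an FPKM of 8.06 ± 2.48 before and 251 ± 13.1 after glycerol limitation without pO2 control, a log2 fold change of 4.83 (standard error 0.22, limma adjusted p = 4.7e-06). It stayed between 4.54 and 5.11 when 1 library was left out. The malate synthase gene YALI0_D19140g, on chromosome D from 2419780 to 2421375, was at the floor before glycerol limitation, with 0.38 in both libraries. It was at 6.99 ± 2.40 after it (log2 fold change 2.50, limma adjusted p = 3.5e-04). This mean was 18.5-fold above the FPKM of 3 fragments, and the replicates were at 5.29 and 8.69. The isocitrate lyase genes rose by less. YALI0_C16885g went from 119 ± 1.34 to 278 ± 17.5, a log2 fold change of 1.22 (adjusted p = 1.8e-04), and YALI0_F31999g from 46.8 ± 1.15 to 90.7 ± 3.71, a log2 fold change of 0.94 (adjusted p = 0.0012), both larger than the spread between replicates and below the call. All 4 genes were higher, with a median log2 fold change of 1.86 against 0.49 for all genes, and under median-of-ratios scaling the isocitrate lyase values were 0.77 and 0.50. As a set of 4 genes they gave an adjusted p of 0.084 in limma's camera test, adjusted over 32 tests of 8 sets in 4 comparisons. Of 21 genes of the TCA cycle, 15 were higher and 2 were past the call, with a median of 0.62 (camera adjusted p = 0.55). The 2 genes were the citrate synthase gene YALI0_E00638g, from 5.77 ± 0.679 to 50.8 ± 11.4, a log2 fold change of 2.92 (adjusted p = 4.7e-05), and the succinyl-CoA synthetase gene YALI0_D04741g, from 174 ± 4.29 to 855 and 883 in the replicates, a log2 fold change of 2.32 (adjusted p = 7.6e-06) that was 1.87 under median-of-ratios scaling. Of the other genes annotated as citrate synthase, YALI0_E02684g changed by 1.05 (adjusted p = 7.5e-04). YALI0_F03751g, annotated through a hit to another organism, rose from the floor to 2.36 ± 0.057, at least 6.8-fold higher. Its log2 fold change of 1.60 (adjusted p = 0.0024) was below the call.

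**Figure D1:**
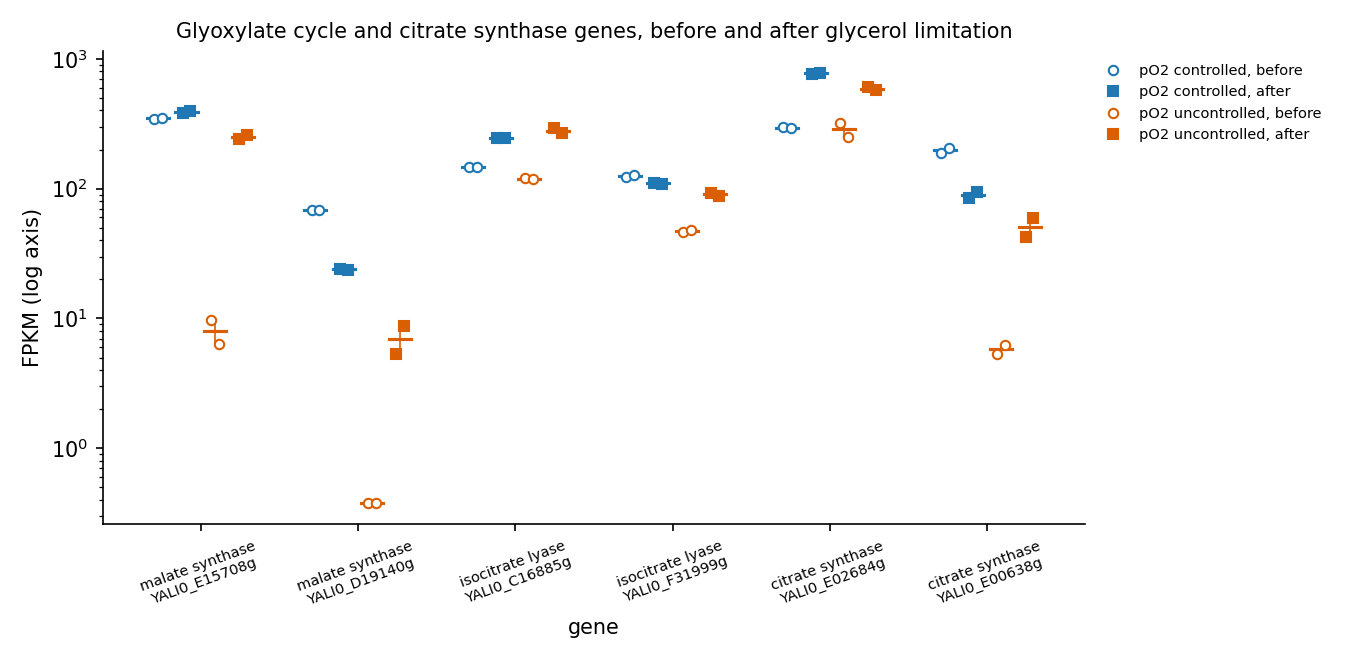
FPKM on a log axis for the malate synthase, isocitrate lyase and citrate synthase genes in the 4 groups. Points are the 2 replicate libraries, horizontal bars their mean and vertical lines their range. The group before glycerol limitation without pO2 control has the lowest values of both malate synthase genes, with means of 8.06 and 0.38.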

Although the glyoxylate and TCA cycles share common reactions, it is only the genes for the glyoxylate cycle that were upregulated after glycerol consumption in the pO_2_ un-controlled cultures (malate synthase: YALI0_D19140 g, 4.5-fold and YALI0_E15708 g, 5.4-fold, Fig. 5). Moreover, enzymes for precursors synthesis needed for gyloxylate cycle were found to be up-regulated. In addition to the glycolate oxidase for the synthesis of glyoxylate (YALI0_D12661 g, 2.2-fold), several genes for the replenishment of acetyl CoA were found to be up-regulated after glycerol consumption. 

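The glycolate oxidase gene lies on chromosome D from 1584489 to 1585637. Without pO2 control its FPKM was 2.38 ± 1.36 before and 15.9 ± 0.785 after glycerol limitation, a log2 fold change of 2.38 (standard error 0.32, limma adjusted p = 5.1e-04) that ranged from 1.96 to 2.81 when 1 library was left out. With pO2 control it fell from 91.6 ± 6.68 to 15.5 ± 2.47, a log2 fold change of -2.49 (standard error 0.12, adjusted p = 5.8e-06). The responses differed by 4.88 (adjusted p = 1.4e-05), and after glycerol limitation the cultures did not differ (log2 difference -0.04, adjusted p = 0.85).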

Examples are several genes involved in fatty acid degradation (YALI0_C23859 g, 3.9-fold; YALI0_D24750 g, 5.6-fold; YALI0_F10857 g, 4.5-fold; YALI0_B10406 g, 3.5; YALI0_E11099 g, 3.8-fold), and amino acid degradation (especially leucine, valine and isoleucine, YALI0_D08690 g, 6.6-fold; YALI0_D23815 g, 5.2-fold, YALI0_B10406 g, 3.5-fold; YALI0_B22550 g, 2.3-fold; YALI0_E11099 g, 3.8-fold). 

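Among the genes of fatty acid degradation, the acyl-CoA oxidase gene YALI0_D24750g rose from an FPKM of 1.66 ± 0.318 to 89.3 ± 5.47 without pO2 control, a log2 fold change of 5.09 (standard error 0.22, limma adjusted p = 3.7e-06). The acyl-CoA oxidase genes YALI0_F10857g and YALI0_C23859g changed by 4.17 and 3.58, the enoyl-CoA hydratase gene YALI0_B10406g by 3.21 and the acetyl-CoA C-acetyltransferase gene YALI0_E11099g by 3.46, each with an adjusted p between 5.2e-06 and 9.3e-06. Of 14 genes annotated with a beta-oxidation enzyme, 12 were higher and 8 were past the call, with a median log2 fold change of 2.96 (camera adjusted p = 0.045). With only the 7 genes whose KEGG number comes from their own entry, a choice made after seeing the data, the adjusted p was 0.054. With the correlation between genes estimated from the data, the adjusted p of the 14 genes was 0.58. At pO2-controlled conditions 6 of the 14 genes were higher, with a median of -0.09 (camera adjusted p = 0.67). Of the genes for the degradation of branched-chain amino acids, YALI0_D08690g for the 2-oxoisovalerate dehydrogenase E1 component rose from 1.01 ± 0.198 to 102.2 ± 17.9, a log2 fold change of 5.67 (adjusted p = 3.4e-06), and YALI0_D23815g for its E2 component changed by 4.73 (adjusted p = 7.6e-06). The hydroxymethylglutaryl-CoA lyase gene YALI0_B22550g rose from 5.68 ± 0.41 to 26.1 ± 6.51 (adjusted p = 3.4e-04), just below the log2 minimum of 2, and ranged from 1.75 to 2.25 when 1 library was left out.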

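The peroxin-19 gene YALI0_B22660g, on chromosome B from 2976243 to 2977217, rose from an FPKM of 6.85 ± 1.39 to 93.7 and 110.4 in the replicates, a log2 fold change of 3.72 (standard error 0.21, limma adjusted p = 1.0e-05). The gene of the peroxisomal adenine nucleotide carrier, YALI0_A20944g, changed by 3.21 (adjusted p = 8.7e-06), that of peroxin-5, YALI0_F28457g, by 2.65 (adjusted p = 3.5e-05), that of peroxin-14, YALI0_E09405g, by 2.38 (adjusted p = 7.2e-05), that of peroxin-6, YALI0_C18689g, by 2.13 (adjusted p = 3.3e-04) and that of peroxisomal membrane protein 4, YALI0_C09504g, by 2.02 (adjusted p = 1.2e-04). Under median-of-ratios scaling YALI0_E09405g, YALI0_C18689g and YALI0_C09504g were at 1.96, 1.77 and 1.59. The genes of peroxin-13, YALI0_C05775g, and peroxin-12, YALI0_D26642g, both changed by 1.28 (adjusted p = 0.0079 and 0.0061) and were below the call. Of 30 tested genes with the KEGG number of a peroxisome biogenesis protein, 27 were higher and 10 were past the call, with a median log2 fold change of 1.38 (camera adjusted p = 0.013). Many genes of this set share the number of peroxin-3 through hits to other organisms. Among the 11 genes with their own KEGG entry all 11 were higher, with a median of 1.80 (camera adjusted p = 0.022). With the correlation between the genes of a set estimated from the data, the adjusted p of the 30 genes was 0.75.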

Also several genes involved in peroxisome biogenesis, a compartment of central role in glyoxylate cycle function, were found to be up-regulated in the glycerol limited phase (YALI0_B22660 g, 4.2-fold; YALI0_A20944 g, 3.5-fold; YALI0C18689 g, 2.8-fold; YALI0_F28457 g, 2.8-fold; YALI0_E09405 g, 2.8-fold; YALI0_C05775 g, 2.2-fold; YALI0D26642 g, 2.1; YALI0_C09504 g, 2.1-fold). 

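At pO2-controlled conditions the malate synthase gene YALI0_E15708g had an FPKM of 348 ± 3.22 before and 386 ± 9.28 after glycerol limitation, a log2 fold change of 0.15 (limma adjusted p = 0.0055), and YALI0_D19140g fell from 68.4 ± 0.537 to 23.9 ± 0.389, a log2 fold change of -1.48 (adjusted p = 3.6e-06). The isocitrate lyase genes YALI0_C16885g and YALI0_F31999g changed by 0.75 (adjusted p = 4.6e-06) and -0.19 (adjusted p = 0.0072). These changes were larger than the spread between replicates, and none reached the call. The set of the 4 glyoxylate cycle genes had a median of -0.02 (camera adjusted p = 0.86). For YALI0_E15708g the responses of the cultures differed by 4.68 (adjusted p = 1.7e-06) and for YALI0_D19140g by 3.98 (adjusted p = 1.2e-05), whereas they differed by 0.47 (adjusted p = 0.0063) and 1.13 (adjusted p = 9.1e-05) for YALI0_C16885g and YALI0_F31999g. Of 33 genes with the KEGG number of a peroxisome biogenesis protein, 18 were higher with pO2 control, with a median of 0.06 (camera adjusted p = 0.86). Of these, 4 were past the call, namely YALI0_A09383g with 3.14, YALI0_C08569g, YALI0_E27247g with 2.09 and YALI0_E20471g with -3.95, all of which carry the number of peroxin-3 through a hit to another organism. The peroxin-3 gene with its own entry, YALI0_F22539g, changed by -0.34 (adjusted p = 0.0026). Among the peroxisome genes, YALI0_B22660g changed by -0.43 (adjusted p = 9.3e-05), YALI0_A20944g by 0.85 (adjusted p = 8.2e-06) and YALI0_F28457g by 1.23 (adjusted p = 2.0e-06). The responses of YALI0_B22660g differed by 4.15 (adjusted p = 1.5e-06).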

In control experiments without the metabolic shift with pO_2_ controlled condition, neither genes expression of glyoxylate cycle nor peroxisome biogenesis were changed significantly in response to glycerol consumption (Fig. 4a, Additional file 1: Figure S4).

The glyoxylate cycle is known to serve as a link between catabolic activities and biosynthetic capacities and enables cells to utilize fatty acids or C2-units as sole carbon source [43]. Unlike *S. cerevisiae*, *Y. lipolytica* prefers glycerol as C-source and quantitative studies on dual substrate fermentation with glucose are still very few [7, 23]. Therefore, known metabolic models for the traditionally applied yeast cell factories can hardly be used to explain the metabolic shift observed in *Y. lipolytica* in response to glycerol and oxygen limitation (Figs. 4b, 5). 

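YALI0_C17853g, on chromosome C from 2472805 to 2474370, had an FPKM of 2.10 ± 0.53 before and 48.0 ± 2.81 after glycerol limitation at pO2-controlled conditions, a log2 fold change of 4.00 (standard error 0.15, limma adjusted p = 2.2e-06). Its annotation as an NADH dehydrogenase subunit rests on a hit with an e-value of 1e-11. Without pO2 control it was at 20.5 ± 3.51 before and 69.7 ± 0.417 after, a log2 fold change of 1.73 (standard error 0.19, adjusted p = 1.9e-04) that stayed below the call. The responses differed by -2.27 (adjusted p = 9.2e-05). YALI0_C22319g, on chromosome C from 2977349 to 2978516, rose from 54.0 ± 1.55 to 319 ± 0.771 with pO2 control, a log2 fold change of 2.54 (standard error 0.042, adjusted p = 8.2e-08), and from 103.7 and 104.3 in the replicates to 325 ± 9.13 without it, a log2 fold change of 1.63 (standard error 0.13, adjusted p = 4.1e-05). Its responses differed by -0.91 (adjusted p = 1.5e-04), which is less than 2. After glycerol limitation it did not differ between the cultures (log2 difference -0.03, adjusted p = 0.75). Its annotation as an NADH dehydrogenase subunit does not come from its own KEGG entry either (e-value 3e-39). Of 24 genes annotated as subunits of NADH dehydrogenase, 3 were higher with pO2 control and 2 of them past the call, and the set had a median of -0.23 (camera adjusted p = 0.010). Without pO2 control 5 of 24 were higher and none was past the call, with 2 genes higher by more than 1, and the median was -0.24 (camera adjusted p = 0.0059). Of the 18 genes with their own KEGG entry, a set chosen after seeing the data, 1 was higher with pO2 control and 0 were past the call. Their median was -0.27 (camera adjusted p = 0.0054). With the correlation between genes estimated from the data, the adjusted p of the 24 genes was 0.58 with and 0.75 without pO2 control.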

Definitely, oxygen limitation certainly affects the main function of mitochondria and energy generation by oxidative phosphorylation, and as shown in transcriptomic data (Additional file 1: Table 1), the four isozymes of the NADH dehydrogenases were upregulated after glycerol limitation at the pO_2_-controlled condition (YALI0_C17853 g, 4.3-fold and YALI0_C22319 g, 2.6, YALI0_C22319 g, 2.59-fold at pO_2_ controlled conditions) while all of these genes were found to be non-significantly expressed (NSE) under oxygen limited conditions. It seems likely that, under reduced function of mitochondria as a result of oxygen limitation, citrate which is produced in the mitochondria serves predominantly as a key substrate for energy generation (Fig. 5). Citrate exhaustion in the cytoplasm may ultimately trigger its re-consumption from the medium through organic acid transporters. Recently, Guo et al. [44] identified 6 putative genes responsible for the transport of organic acids in *Y. lipolytica*, from which only 5 genes encode proteins that can transport citrate. Form these 5 genes, only 3 genes were differentially expressed: YALI0_B19470 g (−4.5 and 2.3-folds), YLI0_C15488 g (3.3 and 4.3-folds), and YALI0E32901 g (NSE and 7.73-folds at pO_2_ controlled and uncontrolled conditions; respectively). 

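YALI0_B19470g, YALI0_C15488g and YALI0_E32901g carry the KEGG annotation of a lactate transporter family in the files. YALI0_B19470g, on chromosome B from 2572098 to 2573687, fell from an FPKM of 625 ± 5.29 to 25.2 ± 1.87 with pO2 control, a log2 fold change of -4.58 (standard error 0.058, limma adjusted p = 3.4e-08). Without pO2 control it was at 0.885 ± 0.00707 before and 5.41 ± 1.65 after glycerol limitation, a log2 fold change of 1.74 (standard error 0.30, adjusted p = 0.0016) that was below the call and was 2.45 with FPKM + 0.1. The responses differed by 6.32 (adjusted p = 7.9e-07). YALI0_C15488g, on chromosome C from 2162814 to 2164313, rose from 54.1 ± 4.59 to 547 ± 1.85 with pO2 control, a log2 fold change of 3.32 (adjusted p = 1.3e-07), and from 14.1 ± 2.77 to 208 ± 52.3 without it, a log2 fold change of 3.78 (adjusted p = 1.3e-05). Its responses differed by 0.47 (adjusted p = 0.15). YALI0_E32901g, on chromosome E from 3918711 to 3920285, had an FPKM of 355 ± 0.156 before and 332 ± 11.3 after with pO2 control, a log2 fold change of -0.10 (adjusted p = 0.040). Without pO2 control it rose from the floor to 57.1 ± 33.7, with replicates at 33.3 and 80.9 (log2 fold change 5.41, adjusted p = 3.5e-05). Their mean was at least 150.0-fold higher. With 1 library left out its log2 fold change ranged from 4.78 to 6.04. Its responses differed by 5.51 (adjusted p = 3.0e-05). The paper proposes that with a reduced function of mitochondria under oxygen limitation citrate serves as a key substrate for energy generation, and that its exhaustion in the cytoplasm may trigger its re-consumption through organic acid transporters.

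**Figure D2:**
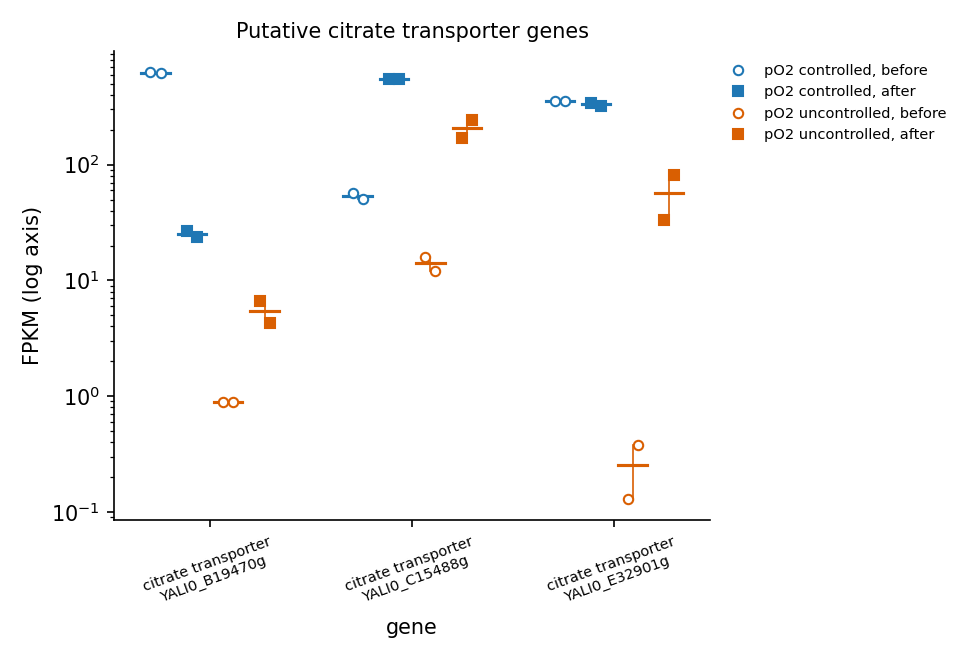
FPKM on a log axis for the putative citrate transporter genes in the 4 groups. Points are the 2 replicate libraries, horizontal bars their mean and vertical lines their range. YALI0_B19470g has a mean of 625 in the controlled group before glycerol limitation and of 25.2 after it.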

Still it is not known whether efflux and influx of citrate are shared by the same proteins.

### Upregulation of the non-oxidative PPP is correlated to high citric acid production in *Y. lipolytica*

Higher citric acid production by *Y. lipolytica* was found to be dependent on the carbon source and oxygen availability (Figs. 2, 3). The high citrate production with glucose in monosubstrate cultivation (Fig. 2) coincide with the relatively higher fluxes toward PPP than with glycerol as sole C-source (Fig. 3). Interestingly, when the glycerol limited phases at both pO_2_ controlled and uncontrolled conditions were compared, up-regulation of almost all the genes of the non-oxidative PPP were observed in the pO_2_ controlled culture compared to the pO_2_ uncontrolled one (Fig. 6). 

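After glycerol limitation 113 genes were higher and 83 genes lower in the pO2-controlled than in the pO2-uncontrolled culture, of 6209 tested with limma. Without a fold change minimum the counts were 1768 and 1336. With a replicate block they were 113 and 84, and the deviations of same-numbered replicates had a correlation across genes of 0.042. All 6 genes annotated with an enzyme of the non-oxidative PPP were higher with pO2 control, with a median log2 difference of 0.38 against 0.10 for all genes, and 1 of them was past the call. Under median-of-ratios scaling 5 were higher, and the transaldolase gene YALI0_F15587g changed from 0.05 to -0.05. The transketolase gene YALI0_E06479g, on chromosome E from 738789 to 741216, had an FPKM of 1349 ± 34.7 with and 1084 ± 18.2 without pO2 control, a log2 difference of 0.32 (standard error 0.061, adjusted p = 0.010). The ribulose-phosphate 3-epimerase gene YALI0_C11880g was at 433 ± 2.19 and 316 ± 6.23, a log2 difference of 0.45 (standard error 0.064, adjusted p = 0.0037). YALI0_D02277g was at 83.0 ± 3.20 and 15.5 ± 7.27, a log2 difference of 2.42 (standard error 0.31, adjusted p = 0.0026) that ranged from 1.96 to 2.88 when 1 library was left out. Its annotation as a transketolase rests on a hit to another organism with an e-value of 3e-18. The differences of YALI0_F15587g (adjusted p = 0.56), of the ribose-5-phosphate isomerase gene YALI0_B06941g with 0.16 (adjusted p = 0.30) and of YALI0_C15378g with 0.53 (adjusted p = 0.069) were not significant. As a set, the 6 genes gave a camera adjusted p of 0.11 over 32 tests, 0.12 with the replicate block, 0.28 with only the 4 genes that have their own KEGG entry and 0.81 with the correlation between genes estimated from the data. The 13 genes of glycolysis were also all higher with pO2 control, with a median of 0.41 (camera adjusted p = 0.0014, and 0.58 with the estimated correlation). Of the 4 genes of the oxidative PPP 2 were higher, with a median of 0.05 (camera adjusted p = 0.86). From the higher expression of these genes together with its flux data, the paper proposes that upregulation of the non-oxidative PPP could lead to high citrate production from glucose.

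**Figure D3:**
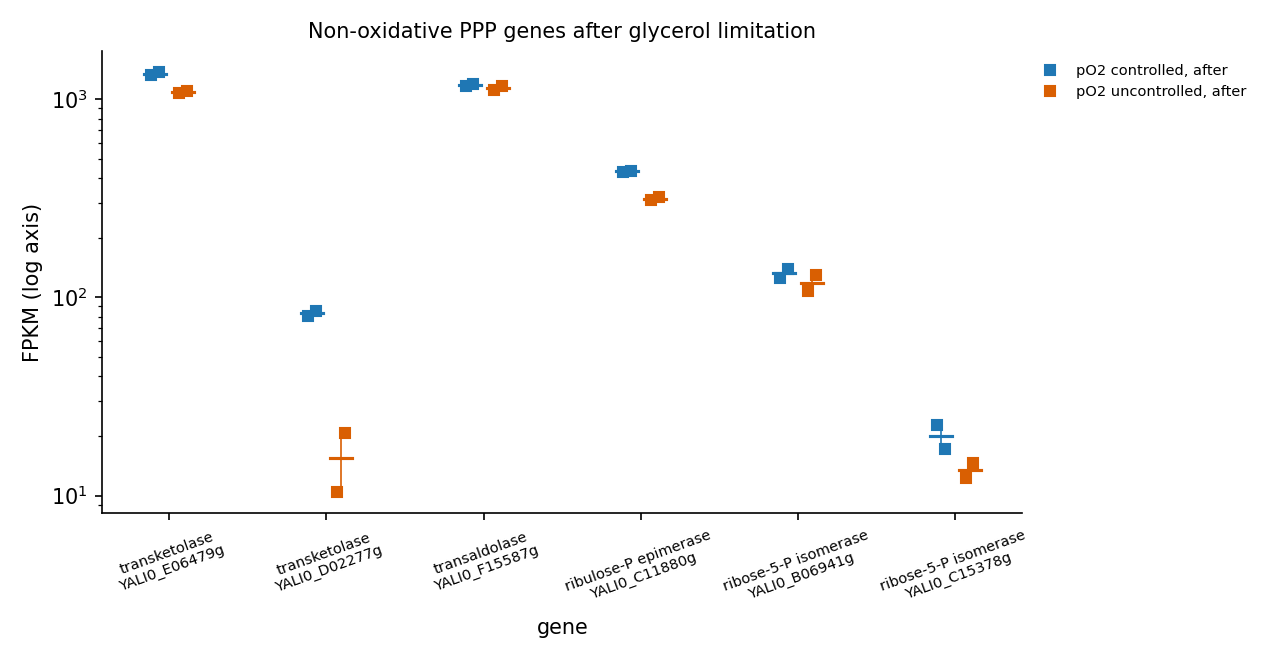
FPKM on a log axis for the genes of the non-oxidative PPP after glycerol limitation with and without pO2 control. Points are the 2 replicate libraries, horizontal bars their mean and vertical lines their range. The largest difference between the cultures is that of YALI0_D02277g, with means of 83.0 and 15.5, and the transaldolase gene YALI0_F15587g changes direction under median-of-ratios scaling.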

In fact, in comparison to glycerol and similar to the glucose as monosubstrates, the PPP fluxes were also significantly higher on dual substrate fermentation with pO_2_ control (Additional file 1: Figure S5). The role of PPP on the metabolism and citric acid production in *Y. lipolytica* is still not clear and deserve more studies. Whereas an oxidative PPP was shown to be essential for lipid production from glucose in *Y. lipolytica* [45], our results showed that the upregulation of the non-oxidative PPP genes could lead to high citrate production from glucose (Fig. 6). Essentially the glycolytic pathway is common to all yeast species and the carbon flux regulation is being done at the level of the pentose phosphate pathway. Whether glucose 6-phosphate enters glycolysis or the pentose phosphate pathway depends on the current needs of the cell and on the concentration of NADP+ in the cytosol. Previously, it was reported that the marked effect of the NADP+ level on the rate of the oxidative PPP ensures that NADPH generation is tightly coupled to its utilization in reductive biosynthesis such as lipid accumulation, whereas, the nonoxidative phase of the PPP is controlled primarily by the availability of substrates [46].

*Yarrowia lipolytica* is known for both efficient citrate excretion and high lipid productivity under stress conditions such as nitrogen limitation. Under N-limitation, the prevalence of oxygen limitation was shown to enhance lipid production while decrease citrate production on glucose significantly (Table 2 and [47]). Besides the complex interplay between the oxygen effect and the nature of substrate in regulating citrate production, the availability of the C-source and the efficiency of the glycolytic flux were recently found to have a significant impact on *Y. lipolytica* metabolism [47]. Decreasing the glycolytic flux through glucose uptake rate in controlled fed batch culture was reported to decrease citrate production and enhanced lipid production by this yeast [47]. In addition to the double limitations exerted by N- and O_2_ in *Y. lipolytica* cells grown in pO_2_ uncontrolled condition, the onset of an additional glycerol limitation shifted the metabolism significantly (Fig. 4b), and the resulted low glycolytic fluxes triggered a decreased citric acid production and consequently re-consumption of the medium. Indeed, the different in the fluxes toward PPP with the two substrates (Fig. 3) also played here a significant role. As *Y. lipolytica* consumes both these substrates simultaneously with preference to glycerol, it looks like that initially glucose is only used to generate the PP flux for NADPH, whereas glycerol mainly is driven towards lipid and lower glycolysis. Hence, at the moment of glycerol limitation, the cells fail to redirect glucose through the lower glycolysis and TCA cycle rather, they use citric acid as the preferred carbon source. For the development of *Y. lipolytica* as a microbial cell factory for citric acid production and other biotechnological applications [48], the differences between the fluxes with respect to the activity of the PPP, TCA cycle and glyoxylate cycle had to be optimized and understood especially with dual substrates.

## Conclusion

Citric acid production by *Y. lipolytica* grown on either glucose, glycerol, or mixture of them was investigated in cultures with controlled or limited pO_2_. The different nature of the two substrates, especially their reduction degree was reflected by the different fluxes toward PPP and TCA cycle and finally citrate as evidenced by ^13^C analysis for mono-substrate fermentations. Relatively higher PPP and lower TCA cycle fluxes were recorded in *Y. lipolytica* cells grown under sufficient oxygen supply on glucose or on blend with glycerol but not in cells grown with glycerol as the sole C-source. Down-regulation of the TCA cycle fluxes triggered by oxygen limitation led to an increased flux to lipid formation, and less to citrate production. The TCA cycle fluxes were further decreased in oxygen limited—dual substrate fermentation after glycerol limitation. The imbalance exerted in the fluxes of PPP and TCA cycle as a result of glycerol limitation resulted in up-regulation of the glyoxylate pathway and the re-utilization of citrate despite the presence of excess glucose. This study highlights the importance of controlling the oxygen supply for citrate production by *Y. lipolytica* on mixed substrates.

## Methods

### Microorganism and media

*Yarrowia lipolytica* ACA DC 50109 was used in the present. The strain was maintained at −80 °C on potato dextrose medium with 20% glycerol (w/v). The medium for seed culture and batch fermentations are similar to that reported previously [7]. For isotope labeled experiment, yeast extract was replaced by vitamins solution which contained (per liter): biotin 0.05 g; p-amino benzoic acid 0.2 g; nicotinic acid 1 g; Ca-pantothenate 1 g; 19 pyridoxine–HCl 1 g and thiamine–HCl 1 g. The medium was supplemented with 30 g/L glucose or glycerol and for mixed substrate cultivations 1:1 mixture of glucose and glycerol were added. For the labelled experiments, 100% 1-^13^C glucose, 99% atom (Sigma, Germany) or 20% U-^13^C6 glucose 99% atom (EURISO-TOP GmbH, Germany) or 20% U-^13^C3 glycerol (99% atom, Cortecnet, France) were used. For mixed substrate labelled experiments, 50% U-^13^C3 glycerol, 20% 1-^13^C glucose and 30% naturally labelled glucose were used.

### Cultivations

Flask experiments were conducted in 250-mL non-baffled flasks, containing 50 mL of nitrogen limited growth medium. Flasks were shacked at 200 rpm in an orbital shaker (Lab-Line, USA) at 28 ± 1 °C. To minimize the drop of pH KH_2_PO_4_ and Na_2_HPO_4_ at initial concentrations of 12 g/L of each were added. The initial pH in these media was 6.4 ± 0.1, and effort was done to maintain the pH of the culture medium to values >5.0, by aseptically adding few drops of concentrated KOH solution (≈5 M). The initial carbon source concentrations used were 50 g/L in all flask experiments. Mono-substrate and dual substrate fermentation with different variations of glucose to glycerol concentration were also compared.

Batch fermentations were performed in Dasgip fermenters (Dasgip, Jülich, Germany). 1.5 L capacity vessels with an initial working volume of 500 mL were used. For ^13^C labelled experiments 200 mL capacity fermenter vessels with an initial working volume of 120 mL were used. One replicate with labeled glycerol (20% U-^13^C_3_) and two replicates with un-labeled glycerol were performed. In case of glucose as the substrate, one replicate with 100% 1-^13^C glucose and second replicate with 20% U-^13^C_6_ glucose and third replicate with unlabeled glucose were performed. In case of mixed substrates one set of experiment was performed with labeled substrates and the remaining two sets were performed with naturally labeled substrates. Agitation and temperature were maintained at 400 rpm and 30 °C respectively. pH was maintained at 6.0 by automatic addition of 5 M NaOH. Dissolved oxygen was maintained at 50% air saturation throughout the experiment by adjusting the oxygen concentration in the inlet gas. Aeration was set to 0.5 vvm. The off-gas from the fermenters was analyzed by the Dasgip off-gas analyzing system to determine the real time oxygen uptake and CO_2_ evolution rates.

## ^13^C labeled substrate experiments and metabolic flux estimation

For ^13^C-labeled experiments, cells from the precultures were washed prior to inoculation in order to reduce the effect of unlabeled biomass. The washed cells were used to inoculate the fermenters to an initial OD_600_ of 0.03. Media and initial substrate concentrations were similar to what was described before. Samples collected during the mid-exponential phase were treated and analyzed using GC–MS (Agilent GC 7890B coupled to a 5977 MSD) as described previously [49].

The compartmentalized metabolic network model of *Y. lipolytica* metabolism was constructed based on a previous model of *R. toruloides* [26]. Briefly, the metabolic network is comprised of glycolysis, PP pathway, TCA cycle, fatty acid and biomass synthesis. Citrate from mitochondria is transported to the cytosol through the citrate-malate shuttle. Acetyl-CoA in the cytosol is assumed to be formed only through the ATP: citrate lyase (ACL) reaction. Oxaloacetate (OAA) in the cytosol was assumed to be formed by the anaplerotic reaction, pyruvate carboxylase and the ACL. A cytosolic malate dehydrogenase (NAD^+^ forming) converting OAA to malate in the cytosol was included. Malate transport from cytosol to mitochondrial membrane via a dicarboxylate carrier was included. The software toolbox INCA [50] was used for parameter estimation and evaluation in Matlab 2013a.

### Extracellular metabolites and lipid analysis

Cells were harvested during the cultivations after centrifugation (5000 rpm, 10 min at 4 °C). Cell dry weight was determined gravimetrically after drying the harvested cells in an oven at 80 °C to a constant weight. Total lipid extraction with chloroform/methanol mixture (2:1 v/v) was performed as described in previous work [7]. Fatty acid composition was done as described previously by Papanikolaou et al. [34]. Lipid free biomass was calculated after subtracting the lipid content from the total biomass. Quantification of glucose, glycerol and organic acids was carried out using high-performance liquid chromatography (HPLC; Kontron Instruments, United Kingdom) with separation on an Aminex HPX-87H column at 60 °C with 0.005 M H_2_SO_4_ and detection via refractive index or by UV absorption at 210 nm. Ammonia concentration in the supernatant was determined by photometric measurements using a kit from Macherey–Nagel, Germany.

### RNA extraction and sequencing

For whole transcriptome sequencing, samples from the mixed substrate (1:1 mixture of glucose and glycerol) cultivations were withdrawn before and after glycerol limitation. Approximately 3 × 10^8^ cells were collected by centrifugation (5000 rpm, 2 **°**C for 5 min) and the biomass was immediately re-suspended in RNA*later* ^®^ Stabilization Solution (Life technologies, Ambion). The total RNA was extracted using the RiboPure™ RNA purification kit for yeast (Life technologies, Ambion). The quality and quantity of the RNA was assayed using a BioAnalyzer (Agilent, USA). About 2 ng of total RNA was used for sequencing based on Illumina HiSeq 2000 platform. Library construction was performed using the Illumina Trueseq kit at BGI Tech, Hong Kong.

### RNA-seq data analysis

The generated pair-end reads (FASTQ format) were checked for their quality using the FastQC tool. The files were groomed to meet the Sanger-scaled quality values with ASCII offset 33. The groomed paired-end reads were then mapped to the reference genome of *Y. lipolytica CLIB122 GCA_000002525* [51] using Tophat2 [52]. The gene and transcript expression levels were estimated and normalized based on FPKM (fragments per kilobase of exon per million fragments mapped) which were estimated using Cufflinks [53] with standard parameters and a *p* value cut-off set to 0.05. Gene ontology (GO) analysis was performed by using Blast2GO programs [54–56]. All raw sequence reads were deposited into the NCBI Sequence Read under the accession number of GSE83109.

## Additional file

**Additional file 1. Figure S1.** Biomass, products formation and substrate consumption in a pO_2_ uncontrolled culture of *Y. lipolytica* grown on a mixture of glycerol and spruce biomass hydrolysate. **Figure S2.** Gene ontology analysis of differentially expressed genes compared between pO_2_ controlled before vs. after glycerol limitation. **Figure S3.** Gene ontology analysis of differentially expressed genes compared between pO_2_ uncontrolled before vs. after glycerol limitation. **Figure S4.** Significant pathways and enzymes in the central metabolism of *Y. lipolytica* showing the differential gene expression between cell samples taken at pO_2_ controlled conditions before and after glycerol limitation (arrow). **Figure S5.** Flux distribution of *Y. lipolytica* grown on glycerol and glucose with pO_2_ control. Values are in mmol g_DCW_^−1^ h^−1^ normalized to glycerol uptake rate which is set as 100%. Arrows indicated flux towards biomass precursors.

How the deposited data were processed for this re-analysis (not part of the article)

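RNA-seq was done on *Y. lipolytica* from a dual substrate fermentation with pO2 controlled at 50% and from one with pO2 uncontrolled, each sampled before and after glycerol limitation with 2 biological replicates, which gives 4 groups and 8 libraries. All columns of the files that hold values per library were mapped to a group, so that 0 columns were left unmapped. The sample labels do not state the phase of the uncontrolled samples. The phase was taken from the heading of the paper's supplementary table, which gives the later uncontrolled sample as after glycerol limitation and leaves the other as before.

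The deposited tables used here hold FPKM, made by the authors, who mapped the paired-end reads with TopHat2 to the CLIB122 assembly and estimated the expression of each gene with Cufflinks at standard parameters, one value per gene and library and without pooling replicates. No scaling between libraries beyond the mapped fragments is stated. One table holds the controlled libraries with 6371 genes and the other the uncontrolled libraries with 6386 genes. Of 6394 genes in either table, 6363 were in both, 8 were listed only with and 23 only without pO2 control, and a gene missing from one table was taken as 0 there. In the part of the paper's supplementary table that could be read, 490 of 2205 genes, the FPKM values of 4 libraries were equal to the deposited ones.

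Depth was taken from the supplementary fragment numbers for 4 libraries and from the steps between the lowest FPKM values for the other libraries, and was 5120000 to 5390000 fragments per library. Approximate fragment numbers were used only for the floor of 3 fragments, for filters, for the replicate noise and for the binomial test of single library pairs. The largest library held 1.05 times the fragments of the smallest. A fold against the floor sets the group mean over the FPKM of 3 fragments and does not cover the spread between replicates.

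The tests were run in R 4.3.3 with limma 3.58.1. For each comparison, log2(FPKM + 1) of its 4 libraries was fitted with a term for the group and no block, for genes with an FPKM of at least 1 in at least 2 libraries, with limma's empirical Bayes and a trend of the variance with the mean, which left 2 residual degrees of freedom. The response difference was fitted on all 8 libraries with 4 residual degrees of freedom. The plan had reserved this interaction for counts, and it was run here on log2(FPKM + 1). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2, the minimum the paper uses. The 4 comparisons were after against before glycerol limitation in each culture, and controlled against uncontrolled before and after glycerol limitation. With 2 replicates per group no permutation test can reach a p under 0.05, and other splits of the libraries were not counted. Gene sets were tested with camera of limma at an inter-gene correlation of 0.01, for 8 sets of at least 4 genes in the 4 comparisons, and adjusted over these 32 tests. The sets were defined by the KEGG orthology numbers in the files, which 3991 genes carry, 2471 of them from their own *Y. lipolytica* entry. The untested ratio of mean FPKM used 0.001 in place of 0. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

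The calling rule was tested on data simulated from the group means before glycerol limitation, with fragment sampling noise and a replicate SD shared by all genes. That SD was 0.017 log2 in the controlled and 0.209 in the uncontrolled culture. The 200 changed genes were not low and had changes clearly larger than the minimum of 2. The rule recovered 99.5% of them in the controlled and 98.5% in the uncontrolled culture, with 2 and 1 false calls. Real uncontrolled replicates were more uneven, with a mean of 20.1 and a median of 2.74 against the sampling noise before glycerol limitation. The recovery thus does not cover changes near the minimum or genes with variable replicates. A simulated set of 12 changed genes had a camera p of 3.5e-47 and one of 12 unchanged genes a p of 0.67 in the controlled culture.

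Genes named in the text are all genes the paper names by locus tag in its transcriptome results, and some genes from 2 further lists. The first holds genes whose KEGG orthology number belongs to one of the pathways the paper discusses. The second holds, in each comparison, the 5 genes with the largest increase and the 5 with the largest decrease past the call. These had an FPKM of at least 5 in the higher group and both replicates of one group above both of the other. Not all genes of these lists are named. Gene positions are those given in the files for CLIB122. The table of gene symbols at hand belongs to another strain and matched 0 of the locus tags, so it was not used.

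The alternatives tried were a replicate block, FPKM + 0.1, other filters on low genes, other minimums of the fold change and of the adjusted p, leaving out each library in turn, an estimated inter-gene correlation and, chosen after seeing the data, median-of-ratios scaling, a fit of all 8 libraries, library weights by culture, a crossed replicate block, single library pairs with a binomial test and sets limited to genes with their own KEGG entry. DESeq2 and edgeR were not run, since the tables used hold FPKM and not counts, and no counts were made from the raw reads that the paper states were deposited. The reads, the fermentation data and the flux data were not analysed here.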

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

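Every test in this part was chosen only after the result it weighs had been seen.

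The response to glycerol limitation differed between the cultures for 1172 of 6278 genes (limma interaction test), with 742 genes more positive and 430 more negative without pO2 control. The paper compares the phases within each culture and reports no test of this difference. Directions were opposite and past the call in both cultures for 42 genes, of which 37 fell with pO2 control and rose without it. Of the 60 genes named in the paper, 36 are among the 1172. The libraries before glycerol limitation, which the paper does not compare between the cultures, also differ: 884 genes were higher and 565 lower with pO2 control, of 6158 tested. With a replicate block the counts were again 884 and 565, and the correlation of same-numbered replicates across genes was 0.036. After glycerol limitation the counts were 113 and 83. On log2(FPKM + 1), 1449 genes were at least 2 apart between the cultures before glycerol limitation and 197 after it, while 963 were that far apart between the controlled culture before and the uncontrolled culture after glycerol limitation.

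Technical explanations were tested as follows. If the authors' normalization to all mapped fragments were the cause, scaling the libraries by their median of ratios would remove most of the differences, and 1199 genes still had a different response. If few fragments behind low genes were the cause, well expressed genes would be spared, and 20.1% of the 4278 genes with a mean FPKM of at least 32 had a different response against 18.7% of all tested genes. If a few genes taking a large share of the fragments were the cause, leaving them out would bring the others together, and without the 100 most abundant genes in the totals 1117 of the genes with a different response stayed at least 2 log2 apart in response. After centring on genes of similar length, 1146 genes had a different response. A single mislabelled library would resemble another group, and all 8 libraries were most similar to the other replicate of their group. This does not exclude an exchange of both libraries of a group. Fragments shared between related genes would leave genes that are alone under their KEGG number largely unchanged, and 16.4% of these 1896 genes had a different response against 21.7% of the 2055 genes that share a number. A batch between the cultures would act on both phases alike. Of the 1449 genes apart before glycerol limitation, 5% stayed at least 2 apart in the same direction after it, although 79.7% kept the direction. Since only 197 genes were that far apart after it, this share was bound to be small and adds little to these counts.

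GC content was not tested, since no genome sequence was used, and no batch of library preparation or sequencing is given, so a batch limited to a single group was not tested either, and nothing in the records points to one. Control of pO2 also coincides with the culture, so that any other difference between the fermentations has the same split. A candidate explanation is that the cultures were in different states of oxygen supply before glycerol limitation and became more alike after it. The 5% share of the batch test between the cultures cannot weigh for it, since that share was bound to be small. Of the same genes 79.7% kept their direction. The 1199 genes whose response differs after median-of-ratios scaling are part of the pattern to be explained. The explanation remains a hypothesis found on the same data.

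For the genes that the paper states for both cultures by locus tag, and for those of the glyoxylate cycle and peroxisome biogenesis that it names without pO2 control and states as a group to be unchanged with it, the difference between the responses, uncontrolled minus controlled, was past the same thresholds for YALI0_C18491g with 7.03, YALI0_B19470g with 6.32, YALI0_E32901g with 5.51, YALI0_E15708g with 4.68, YALI0_B22660g with 4.15, YALI0_D19140g with 3.98, YALI0_D23485g with 3.41, YALI0_F01210g with 2.87, YALI0_C00671g with 2.61, YALI0_E09405g with 2.53, YALI0_C18689g with 2.52, YALI0_A20944g with 2.37 and YALI0_C17853g with -2.27. These genes stand out because the same step from before to after glycerol limitation moved them to a different extent, and for YALI0_C18491g in opposite directions past the call. YALI0_E32901g and YALI0_F01210g rest on more variable replicates without pO2 control than the others, with an FPKM of 57.1 ± 33.7 after and of 8.61 ± 5.71 before glycerol limitation. The annotation of YALI0_C17853g rests on a weak KEGG hit. With median-of-ratios scaling and with FPKM + 0.1 the difference of each of these genes stayed past the thresholds, the smallest being that of YALI0_A20944g with 2.19 and 2.46. The other technical tests were made for all genes together.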

How the results depend on the processing

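The comparisons, thresholds and most alternatives were fixed before the data were examined. Median-of-ratios scaling, the fit of all 8 libraries, library weights by culture, the crossed replicate block, the single library pairs and the sets with their own KEGG entry were chosen after seeing the data. DESeq2 and edgeR with TMM were not run, since the tables used hold FPKM and the raw reads were not analysed here. Library size alone is the scaling of FPKM itself, and the fit on only the 4 libraries of a comparison is the one reported.

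The replicate block, the library weights and the looser filter on low genes each moved the counts of called genes in the 4 comparisons and the response difference by less than 1.5 times. The crossed block, run for the changes within each culture and the response difference, and the fit of all 8 libraries, run for the 4 comparisons, did so as well, and so did FPKM + 0.1, which gave 855 genes higher and 339 lower without pO2 control. The stricter filter of at least 10 fragments in every library lowered the higher genes without pO2 control from 701 to 482.

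The counts moved most with the minimum fold change. With a log2 minimum of 1, 1400 genes were higher and 787 lower with pO2 control, 1998 higher and 829 lower without it, 523 higher and 376 lower with pO2 control than without it after glycerol limitation, 1900 higher and 1266 lower before it, and 2865 genes differed in their response. With no minimum the corresponding counts were 2836 and 2239, 3023 and 1327, 1768 and 1336, 2907 and 1901, and 4219. The untested ratio at a log2 minimum of 1 gave 2428 genes with and 3139 genes without pO2 control. At an adjusted p under 0.001, 45 in place of 83 genes were lower with pO2 control after glycerol limitation, while every other count moved by less than 1.5 times.

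The median log2 change of all genes was 0.126 with and 0.489 without pO2 control, 0.098 between the cultures after and 0.313 before glycerol limitation. Median-of-ratios scaling moved these medians to 0.014, 0.072, 0.005 and 0.051. It changed the split without pO2 control from 701 higher and 310 lower to 499 and 472, the split before glycerol limitation from 884 and 565 to 738 and 684, and the split of the response differences from 742 and 430 to 645 and 554. With pO2 control it stayed uneven, at 549 and 294 in place of 592 and 267, and between the cultures after glycerol limitation it was 101 and 88 in place of 113 and 83. Without pO2 control the excess of genes that rose thus depends on the scaling, which moved the median of all genes most in that comparison. Which scaling is nearer to the true balance was not tested. With this scaling the differences of YALI0_F15587g after glycerol limitation (-0.05 in place of 0.05) and of YALI0_D04741g with pO2 control (-0.075 in place of 0.041) changed direction, which is the shift of all genes and carries no information on these genes. With FPKM + 0.1 the response difference of YALI0_A03091g was 0.17 in place of -0.42. This gene was at the floor before glycerol limitation in both cultures, so its difference sets lower bounds against each other and depends on the constant added. Among the values of genes named in the text, 10 fell below the call with median-of-ratios scaling and 1 passed it, and 12 passed it with FPKM + 0.1. Direction and side of the call were kept by the remaining values with median-of-ratios scaling, by 124 with FPKM + 0.1, by all 137 with the replicate block, by all 125 with the crossed block and by all 113 with the fit of all 8 libraries.

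Leaving out 1 library at a time, the untested ratio passed in 1045 to 1060 genes with and in 1272 to 1438 genes without pO2 control. Of the 69 values that the paper prints for its genes, 69 had the paper's sign in all 4 fits that each left out one library, and between 53 and 58 reached a log2 of 2, against 57 past the call with all libraries. Of 113 values of named genes, 72 were past the call, and 63 of these stayed at an absolute log2 of at least 2 in each of these fits.

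Of the 32 gene set tests, 11 had an adjusted p under 0.05 at the preset inter-gene correlation, and 0 when it was estimated from the data for each set, where 2 had an unadjusted p under 0.05. With genes that have their own KEGG entry 7 were under 0.05. The set results therefore depend on the correlation assumed between genes, and the cause was not tested.

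Depth limits genes at or below the floor of 3 fragments in one group, whose fold is only a lower bound for the group means. Without pO2 control this holds for the malate synthase gene YALI0_D19140g, the transporter gene YALI0_E32901g, the symporter gene YALI0_C07590g and the genes YALI0_A03091g, YALI0_F28193g, YALI0_C08569g and YALI0_A00869g.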

Differences from the paper's values

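The values of the paper for single genes were compared with the log2 ratio of the mean FPKM of both replicates. Of 69 gene values, 8 are lower bounds because one group is at the floor, and their size could not be compared with the paper's. Of the other 61, 6 differed by more than the spread between replicates, which is wide for genes with few fragments. For YALI0_E34265g without pO2 control the ratio was 1.59 and the paper's value is 2.3, for YALI0_C05775g it was 1.29 and the paper's is 2.2, for YALI0_E09405g 2.52 and the paper's is 2.8, and for YALI0_A20944g 3.32 and the paper's is 3.5. For these 4 genes the alternatives set before the data were examined that used the replicate 2 libraries only, or left out before replicate 1 or after replicate 1, came within the spread of the paper's value. With the replicate 2 libraries only the ratios were 2.31, 2.03, 2.77 and 3.47. With the replicate 1 libraries only, without before replicate 2, without after replicate 2 and with FPKM + 1 the difference remained. For YALI0_B19470g with pO2 control the ratio was -4.64 and the paper's value is -4.5. The replicate 1 libraries only gave -4.57, leaving out after replicate 2 gave -4.56 and FPKM + 1 gave -4.58, which are within the spread, while the replicate 2 libraries only and the other left-out fits are not. For YALI0_C00671g with pO2 control the ratio was -4.24 and the paper's value is -4.6, and none of the alternatives set before the data were examined closed the gap.

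The paper counts 2205 genes as expressed with pO2 control and almost 3000 without it, whereas 6218 and 6185 genes were tested here. With all genes of at least 1 fragment the counts were 6371 and 6380, and with at least 10 fragments in every library 5886 and 5640, so that these alternatives did not close the gap. In a comparison chosen after seeing the values, a binomial test of the replicate 1 pair with pO2 control gave 2199 genes at an absolute log2 ratio of at least 1, and the same test of the replicate 2 pair without pO2 control gave 2978. At a log2 minimum of 2 these pairs, again chosen after seeing the values, gave 647 higher and 292 lower with pO2 control against the paper's 640 and 290. Without it they gave 942 higher and 367 lower against the paper's 946 and 367. The other pair of each culture gave 2183 genes with and 2689 without pO2 control at a log2 minimum of 1. At a minimum of 2 it gave 657 higher and 295 lower with pO2 control, which is also close to the paper's counts. Without pO2 control it gave 774 and 315, which is further from them. The binomial test of a single pair covers counting error only. The limma counts were 592 and 267, and 701 and 310.

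In a comparison also chosen after seeing the values, 18 of 19 gene values of the paper with pO2 control lay within 0.1 of the replicate 1 pair, and 48 of 50 without pO2 control within 0.1 of the replicate 2 pair.

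Of the 69 changes that the paper prints for its genes, 12 were not past the call here. FPKM + 0.1, set before the data were examined, called 8 of them, namely YALI0_A03091g, YALI0_F28193g, YALI0_C08569g, YALI0_A00869g, YALI0_D05819g, YALI0_C16907g, YALI0_B22550g and YALI0_B19470g without pO2 control. The others were YALI0_E34265g with 1.20, YALI0_C05775g and YALI0_D26642g with 1.28 and YALI0_E16038g with -1.74, which are called with a log2 minimum of 1, set before the data were examined. Median-of-ratios scaling, chosen after seeing the data, also called YALI0_E16038g, with -2.17, while it lowered the number of these changes past the call from 57 to 50. The fit without after replicate 1 brought YALI0_E16038g to -2.16. The untested ratio of mean FPKM reached 2 for the 8 genes called with FPKM + 0.1. With the replicate 2 libraries only, set before the data were examined, it reached 2 for all 12, with 2.31 for YALI0_E34265g, 2.03 for YALI0_C05775g, 2.12 for YALI0_D26642g and -2.43 for YALI0_E16038g.

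The paper states that the gene of cell division cycle 14 fell only without pO2 control. Here it changed by -1.72 with and by -1.74 without it, and the difference between the responses was -0.02 (limma adjusted p = 0.96). The paper states that of the shared cycles only glyoxylate cycle genes rose without pO2 control. Here the citrate synthase gene YALI0_E00638g with 2.92 and the succinyl-CoA synthetase gene YALI0_D04741g with 2.32 were also past the call, with differences of 4.05 and 2.27 to the response with pO2 control, and the isocitrate lyase genes with 1.22 and 0.94 were not. With median-of-ratios scaling, chosen after seeing the data, YALI0_D04741g was at 1.87 and not past the call. The paper states that allantoate permease genes rose more without pO2 control. The log2 fold change was more positive without it for 6 of 9 genes, 5 of them at an adjusted p under 0.05. Of these, YALI0_F28193g and YALI0_D05819g fell with pO2 control. The rise was smaller without it for the 3 genes YALI0_C13574g with a difference of -0.24, YALI0_C08569g with -1.11 and YALI0_A03091g with -0.42. Their adjusted p ranged from 0.061 to 0.31. With FPKM + 0.1, set before the data were examined, YALI0_A03091g also rose more without pO2 control, with a difference of 0.17. This gene was at the floor before glycerol limitation in both cultures, so the direction of its difference is open. YALI0_F16423g rose by 4.17 and YALI0_C13574g by 3.88 with pO2 control, changes the paper does not list under these locus tags. The paper gives YALI0_D13970g more than one value with pO2 control, where the log2 fold change here was 2.32. The paper states that peroxisome biogenesis genes did not change with pO2 control, and 4 of 33 genes with such a KEGG number were past the call, 3 higher and 1 lower. All 4 carry the number of peroxin-3 through the entry of another organism, and 1 of them, YALI0_C08569g, is named by the paper as an allantoate permease gene. The 11 genes with their own KEGG entry, a set chosen after seeing the data, had 0 past the call. The paper states that 4 isozymes of NADH dehydrogenase rose with pO2 control and names YALI0_C17853g and YALI0_C22319g. These genes were past the call with pO2 control and below it without, as in the paper. Among 24 annotated subunits, a wider set than the paper lists, no others were past the call. Neither YALI0_C17853g nor YALI0_C22319g takes its KEGG number from its own entry. Of the 18 subunits with their own entry, a set chosen after seeing the data, 1 was higher with pO2 control and 0 were past the call. The paper states that nearly all non-oxidative PPP genes were higher with pO2 control after glycerol limitation. All 6 were higher, 1 was past the call and 3 had an adjusted p above 0.05, the smallest of these being 0.069.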

Other observations

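All tests in this part were chosen after the result was seen.

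The 701 genes that rose without pO2 control were compared with the controlled culture. Of these, 546 (77.9%) were at least 1 log2 higher in the controlled than in the uncontrolled culture before glycerol limitation. The hypothesis that they were held low before glycerol limitation without pO2 control and then released predicts that few would lie above both controlled groups afterwards. Only 62 genes (8.8%) then lay at least 1 log2 above both controlled groups, against 4.0% of all 6185 tested genes. Their median difference was -0.26 to the controlled culture after and 0.48 to the controlled culture before glycerol limitation, the latter at percentile 100 of 10000 random lists of as many genes with similar mean expression, whose median was -0.145. Under median-of-ratios scaling 74.5% of these genes were still at least 1 log2 higher in the controlled culture before glycerol limitation, so the authors' normalization does not account for the pattern. The malate synthase gene YALI0_E15708g, with an FPKM of 348 with and 8.06 without pO2 control before glycerol limitation, is an example. The rise of these genes without pO2 control may therefore be in part a return towards the level of the controlled culture, although 8.8% is more than the share among all tested genes and the median ends above that of the controlled culture before glycerol limitation. The same genes also rose with pO2 control, by a median of 0.66, so part of the rise is shared by both cultures. Of the 592 genes that rose with pO2 control, 21.3% then lay at least 1 log2 above both uncontrolled groups. The genes were selected by their rise, which favours low values before and high values after glycerol limitation without pO2 control. The random lists were matched on mean expression and not on such a rise, so a high percentile was favoured by the selection and carries little weight. GC content and group-wise batches were not tested, so the return towards the controlled level remains a hypothesis.

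Replicates differed more without than with pO2 control. The number of fragments does not explain this, since the largest library held 1.05 times the fragments of the smallest. If the uncontrolled replicates had been sampled at different points of the response to glycerol limitation, their difference would follow that response across genes. Across 4278 genes, which are not independent replicates, its correlation with the response of the same culture was -0.176 before and 0.241 after glycerol limitation, but this response shares libraries with the replicate difference. With the response of the controlled culture, which shares none but correlates with that of the uncontrolled culture at only 0.35, it was -0.096 and 0.069. Different sampling points are therefore neither shown nor excluded. Whether the controlled replicates could be repeat libraries of one culture was not settled, since a mean chi-square of 1.17 against the sampling noise leaves little difference beyond sampling and separate cultures may be as alike. If they were, the adjusted p values with pO2 control would cover less than the variation between cultures.

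Before glycerol limitation, 28 of 30 peroxisome biogenesis genes were higher with than without pO2 control, with a median log2 difference of 2.37 (camera adjusted p = 5.1e-04, from 3.6e-04 to 0.58 over the alternatives), and so were 14 of 14 beta-oxidation genes with a median of 3.94 (adjusted p = 5.1e-04, from 2.1e-04 to 0.58). After glycerol limitation 31 of 33 peroxisome biogenesis genes were higher with pO2 control, with a median of 0.80 (adjusted p = 1.7e-04, from 4.4e-05 to 0.65). In each case the highest value is that with the inter-gene correlation estimated from the data.

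Among genes of the pathways around citrate that the paper does not name, the phosphoenolpyruvate carboxykinase gene YALI0_C16995g changed by 3.18 without pO2 control (limma adjusted p = 6.1e-06) and by 0.74 with it (adjusted p = 7.5e-06), and the responses differed by 2.43 (adjusted p = 7.1e-06). The carnitine acetyltransferase gene YALI0_B10340g changed by 3.86 without pO2 control (adjusted p = 4.0e-06) and by -0.05 with it (adjusted p = 0.27), and the responses differed by 3.91 (adjusted p = 2.3e-07). Among the genes with the largest changes, YALI0_B05654g, annotated as a candidapepsin, changed by -8.37 with and by 1.34 without pO2 control, a difference of 9.71. YALI0_D02453g changed by 9.49 without pO2 control, from below the floor of 3 fragments, and by -1.48 with it, a difference of 10.97. YALI0_F26565g fell in both cultures, by -6.50 with and -8.24 without pO2 control. YALI0_C19822g was absent from the table with pO2 control, was 0 in both libraries before glycerol limitation without it and had an FPKM of 48.8 ± 41.0 after glycerol limitation in that culture.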
